# Schizophrenia-related microdeletion causes defective ciliary motility and brain ventricle enlargement via microRNA-dependent mechanisms in mice

**DOI:** 10.1038/s41467-020-14628-y

**Published:** 2020-02-14

**Authors:** Tae-Yeon Eom, Seung Baek Han, Jieun Kim, Jay A. Blundon, Yong-Dong Wang, Jing Yu, Kara Anderson, Damian B. Kaminski, Sadie Miki Sakurada, Shondra M. Pruett-Miller, Linda Horner, Ben Wagner, Camenzind G. Robinson, Matthew Eicholtz, Derek C. Rose, Stanislav S. Zakharenko

**Keywords:** Cellular neuroscience, Schizophrenia

## Abstract

Progressive ventricular enlargement, a key feature of several neurologic and psychiatric diseases, is mediated by unknown mechanisms. Here, using murine models of 22q11-deletion syndrome (22q11DS), which is associated with schizophrenia in humans, we found progressive enlargement of lateral and third ventricles and deceleration of ciliary beating on ependymal cells lining the ventricular walls. The cilia-beating deficit observed in brain slices and in vivo is caused by elevated levels of dopamine receptors (Drd1), which are expressed in motile cilia. Haploinsufficiency of the microRNA-processing gene *Dgcr8* results in Drd1 elevation, which is brought about by a reduction in *Drd1*-targeting microRNAs miR-382-3p and miR-674-3p. Replenishing either microRNA in 22q11DS mice normalizes ciliary beating and ventricular size. Knocking down the microRNAs or deleting their seed sites on *Drd1* mimicked the cilia-beating and ventricular deficits. These results suggest that the Dgcr8–miR-382-3p/miR-674-3p–Drd1 mechanism contributes to deceleration of ciliary motility and age-dependent ventricular enlargement in 22q11DS.

## Abstract (web summary)

Schizophrenia is associated with brain ventricular enlargement. Here, the authors show in mice that 22q11 deletion, which is associated with schizophrenia, causes ventricular enlargement and motility abnormalities in cilia lining ventricle walls via a microRNA mechanism.

## Introduction

The volume of cerebral ventricles often increases in various neurologic and psychiatric disorders, such as Parkinson disease^1^, Alzheimer disease^2^, vascular dementia^3^, bipolar disorder^4^, copy number variation disorders^5^, as well as during normal aging^6–8^. In individuals with schizophrenia (SCZ), cerebral ventricular enlargement is one of the most common and replicable findings; it has been observed in more than 80% of SCZ studies^9–16^. The progressive increase in the total or regional ventricular volumes usually becomes evident at the first episode of disease^17,18^. Despite this strong linkage, the mechanisms of ventricular enlargement in psychiatric disorders are mostly unknown.

Many neurodevelopmental disorders, such as SCZ, are polygenic diseases that are difficult to reproduce in animal models. Substantial progress has been made in studying such pathologies by modeling well-defined genomic lesions that increase the risk of neurodevelopmental diseases. For instance, 22q11.2 deletion syndrome (22q11DS) is a copy number variation disorder that is associated with multiple physical and neuropsychiatric morbidities, such as autism spectrum disorders, attention deficit hyperactivity disorder, anxiety disorder, intellectual disability, Parkinson disease, and others^19–27^, including SCZ^28–34^. Approximately 25% of individuals with 22q11DS are diagnosed with SCZ;^30,33^ in turn, the 22q11.2 deletion is found in one per 100–200 individuals with SCZ^35^, making 22q11DS one of the strongest known genetic risk factors for SCZ^36^.

The 22q11DS is caused by a hemizygous 1.5- to 3-megabase (Mb) microdeletion on chromosome 22. Symptoms are indistinguishable between schizophrenic patients who have the 22q11.2 deletion and those who do not^30,31,37^, suggesting the existence of a common pathogenic mechanism between 22q11DS and SCZ. The 1.5-Mb deletion is thought to be the minimal region containing the genes that account for the increased risk of SCZ among individuals with 22q11DS^38^. Ventricular enlargement is a common neuroanatomical finding in individuals who have a 22q11.2 chromosomal microdeletion. The most frequent changes are seen in the lateral ventricles (LVs) and third ventricle (TV)^13,14,39–42^. The 22q11DS is associated with abnormally dilated LVs^14,39,43–45^. Mouse models of 22q11DS (22q11DS mice) have similar changes in ventricular volume, compared with human 22q11DS carriers^46^. This finding indicates that 22q11DS mice are a valid model of ventricular enlargement. Here we sought to use these mutant mice to elucidate the mechanisms responsible for the increase in ventricular volume in 22q11DS.

Several recent studies have linked abnormalities in 22q11DS mice to the *Dgcr8* (DiGeorge critical region 8) gene^47–51^. *Dgcr8* is important for synthesizing microRNAs (miRNAs), which are negative regulators of mRNA translation^52^. Haploinsufficiency of *Dgcr8* leads to miRNA depletion and abnormally elevated expression of important proteins such as dopamine receptors in various brain regions, thus contributing to SCZ-related phenotypes in 22q11DS mice^47–51^. Here we examined whether *Dgcr8* haploinsufficiency contributes to ventricular enlargement in 22q11DS mice. We also describe a novel pathogenic mechanism involving *Dgcr8*-dependent miRNA depletion in ependymal cells that leads to progressive decelerated motile ciliary beating and age-dependent ventricular enlargement in 22q11DS mouse models.

## Results

### Haploinsufficiency of the 22q11DS gene *Dgcr8* causes age-dependent ventricular enlargement

We performed magnetic resonance imaging (MRI) analysis in *Df(16)1*/+ murine models of 22q11DS (ref. ^53^; Fig. 1a). The onset of clinical manifestations of psychosis in patients with 22q11DS or SCZ typically occurs during late adolescence or early adulthood (16–30 years)^54,55^. This age is developmentally equivalent to 3–4 months in mice^56^. Thus, we examined the neuroanatomical features in mice that were 4 months or older. We detected a considerable increase in the total ventricular volume in 8-month-old but not 4-month-old *Df(16)1*/+ mice compared to wild-type (WT) littermates (Fig. 1b, c). At the regional level, we observed a significant enlargement of the LVs and TV but no difference in the size of the fourth ventricle or the aqueduct in 8-month-old *Df(16)1*/+ mice compared to age-matched controls (Supplementary Table 1). Similar results were achieved by measuring ventricle-to-brain ratios (VBRs), where ventricular volumes were normalized to the total brain volume (Supplementary Table 1ʹ). Despite the ventricular enlargement, the volumetric characteristics of the total brain, cortex, and hippocampus of *Df(16)1*/+ mice were comparable to those of WT littermates (Supplementary Fig. 1a–e).

**Fig. 1:**
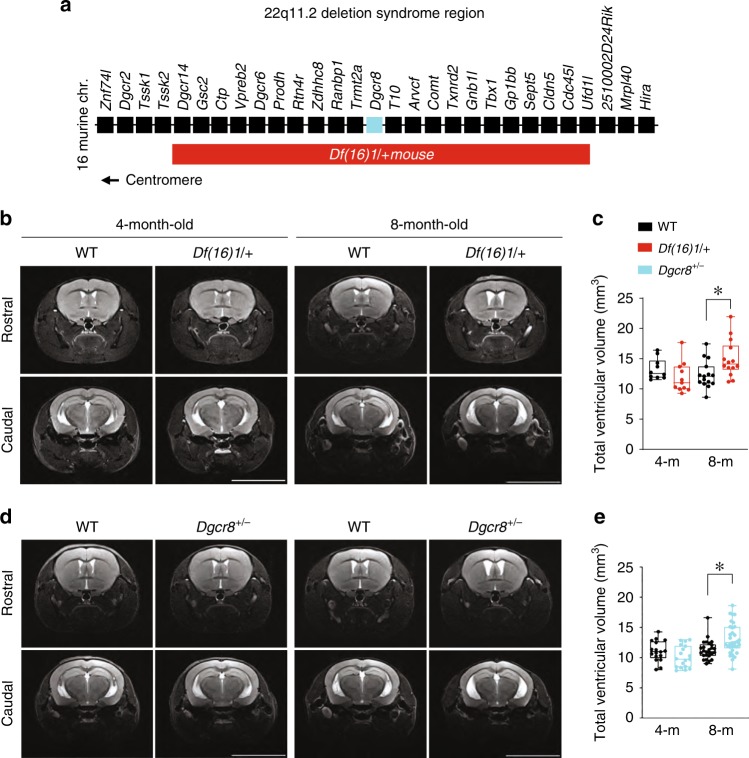
Ventricular enlargement in mouse models of 22q11DS. **a** Map of 22q11DS orthologs deleted in *Df(16)1/+* mice. **b**–**e** Representative MRIs of the rostral and caudal brains (**b**, **d**) and total ventricle volumes (**c**, **e**) of 4- and 8-month-old WT and *Df(16)1/+* mice (**b**, **c**), and WT and *Dgcr8*^*+/−*^ mice (**d**, **e**). Data from the 4-month-old WT (*n* = 10) and *Df(16)/+* (*n* = 11) mice were analyzed using the Mann–Whitney rank-sum test (*U* = 29, *p* = 0.07), and that from 8-month-old WT (*n* = 15) and *Df(16)1/+* (*n* = 14) mice were analyzed in the same manner (*U* = 48, *p < 0.05). Data from the 4-month-old WT (*n* = 17) and *Dgcr8*^*+/−*^ (*n* = 18) mice were analyzed using the two-tailed Student’s *t*-test (*t*_33_ = 1.54; *p* = 0.13), and that from 8-month-old WT (*n* = 26) and *Dgcr8*^*+/−*^ (*n* = 33) mice were analyzed using the Mann–Whitney rank-sum test (*U* = 231, *p *<* 0.01). Scale bars, 8 mm. Data in this figure are graphed as box plots with the median value. Source data are provided as a Source Data file.

*Dgcr8*^*+/−*^ mice showed age-dependent volumetric abnormalities that were similar to those of *Df(16)1*/+ mice. Haploinsufficiency of *Dgcr8* resulted in a significant increase in the ventricular volume in 8-month-old but not 4-month-old mice (Fig. 1d, e). The volume of the LVs and TV increased, but that of the fourth ventricle and aqueduct did not (Supplementary Table 1, 1ʹ). As in *Df(16)1/+* mice, the volumes of the whole brain, cortex, and hippocampus of *Dgcr8*^*+/−*^ did not differ from those of WT littermates at both ages (Supplementary Fig. 1f–j). Although the increase in the ventricular volumes in *Dgcr8*^*+/−*^ mice was similar to that in *Df(16)1/+* mice, it did not replicate it (Supplementary Table 1, 1ʹ). Specifically, the increases in the total ventricular volume and LV volume were not statistically different between 8-month-old *Df(16)1/+* and 8-month-old *Dgcr8*^*+/−*^ mice; however, the increase in the TV was significantly larger in 8-month-old *Df(16)1/+* mice than in 8-month old *Dgcr8*^*+/−*^ mice (Supplementary Table 1, 1ʹ). This suggests that *Dgcr8* haploinsufficiency is a major (but not the sole) contributor to ventricular enlargement in *Df(16)1/+* mice.

To test if deletion of *Dgcr8* limited to the subventricular zone (SVZ), especially in ependymal cells, replicates ventricular enlargement, we generated *Dgcr8* conditional–knockout mice by crossing mice carrying a *Dgcr8* floxed allele^57^ with *Foxj1*^*Cre*^ mice that express *Cre* recombinase in ependymal cells^58^. The *Dgcr8* transcript level in the LV walls was reduced in *Dgcr8*^*+/−*^ mice compared to WT mice (Supplementary Fig. 2b). It was also reduced in *Dgcr8* conditional–knockout mice (Supplementary Fig. 2b). However, only *Foxj1*^*Cre*^;*Dgcr8*^*fl/fl*^ mice but not *Foxj1*^*Cre*^;*Dgcr8*^*fl/+*^ mice showed lower *Dgcr8* transcript levels in the LV walls compared to that in control littermates (Supplementary Fig. 2b). This suggests that conditional heterozygous deletion of *Dgcr8* in ependymal cells does not accurately replicate *Dgcr8* dosage achieved in *Dgcr8*^*+/−*^ mice. Nonetheless, homozygous deletion of *Dgcr8* in ependymal cells has a drastic effect on the ventricular size (Supplementary Fig. 2a, c). The total ventricular volume and volumes of the LVs, TV, and fourth ventricle substantially increased, whereas the aqueduct remained normal in *Foxj1*^*Cre*^;*Dgcr8*^*fl/fl*^ mice (Supplementary Table 2, 2ʹ). Furthermore, the volumes of the whole brain, cortex, and hippocampus were reduced in *Foxj1*^*Cre*^;*Dgcr8*^*fl/fl*^ mice but not in *Foxj1*^*Cre*^;*Dgcr8*^*fl/+*^ mice compared to the control littermates (Supplementary Fig. 2d–h). In addition, SVZ neurogenesis was disrupted in the *Foxj1*^*Cre*^;*Dgcr8*^*fl/fl*^ mice but remained normal in *Foxj1*^*Cre*^;*Dgcr8*^*fl/+*^ mice (Supplementary Fig. 3). Neural progenitor proliferation (measured by the presence of proliferation markers Ki67 and BrdU in the SVZ) (Supplementary Fig. 3a–d), apoptotic cell death (measured by cell positivity for cleaved caspase-3 in the SVZ) (Supplementary Fig. 3e, f), and SVZ neuronal migration (measured by the presence of the neuroblast marker doublecortin and BrdU^+^ cells in the SVZ neuronal migratory stream) (Supplementary Fig. 3g, h) were disrupted in *Foxj1*^*Cre*^;*Dgcr8*^*fl/fl*^ mice but remained normal in *Foxj1*^*Cre*^;*Dgcr8*^*fl/+*^ mice compared to control littermates. These results indicate that *Dgcr8* in the ependymal cells regulates the ventricular volume in a dose-dependent manner. *Foxj1*^*Cre*^;*Dgcr8*^*fl/+*^ mice did not show a decrease in the *Dgcr8* transcript; thus, we could not conclude that *Dgcr8* haploinsufficiency in ependymal cells is necessary for ventricular enlargement. Because 22q11DS is a heterozygous condition, we further focused on investigating mechanisms of age-dependent ventricular enlargement in *Dgcr8*^*+/−*^ mice.

Volumetric changes in *Dgcr8*^*+/−*^ mice were not associated with changes in cerebral spinal fluid (CSF) osmolality (Supplementary Fig. 1k) or abnormal characteristics of neural progenitors in the SVZ (Supplementary Fig. 4). Neural progenitor proliferation (Supplementary Fig. 4a–g), apoptotic cell death (Supplementary Fig. 4h–j), and SVZ neuronal migration (Supplementary Fig. 4k, l) were normal in *Dgcr8*^*+/−*^ mice compared to WT littermates. These observations indicate that although *Dgcr8* haploinsufficiency may cause ventricular enlargement, the mechanism for such a result does not involve changes in CSF composition or SVZ neurogenesis.

### Slower ependymal flow and ciliary beating in the lateral ventricles of *Dgcr8*^*+/−*^ mice

To test whether *Dgcr8* deficiency affects ependymal function, we first examined ependymal flow that is directed by motile ciliary beating. We compared individual fluorescent microbead movements at the apical surface of ependymal cells in acute LV whole-mounts from 8-month-old WT or *Dgcr8*^*+/−*^ mice (Fig. 2a, b, Supplementary Movies 1 and 2). Although the overall direction of ependymal flow was comparable between *Dgcr8*^*+/−*^ and WT mice, the average bead velocity was slower in the mutants (Fig. 2a, b), suggesting that *Dgcr8* haploinsufficiency affects motile ciliary beating. To directly measure motile ciliary beating frequency (CBF), we used linescan fluorescence imaging in brain slices from *Arl13b*^*eGFP*^ transgenic mice, which express green fluorescence protein (GFP) only in primary and motile cilia^59^ (Fig. 2c, d). Using this approach, we observed slower beating of motile cilia in *Dgcr8*^*+/−*^;*Arl13b*^*eGFP*^ mice aged 4–5, 6–7, or 8–9 months but not in those aged 2–3 months, compared to the respective controls (*Dgcr8*^*+/+*^;*Arl13b*^*eGFP*^ littermates) (Fig. 2d–h). Similar results were observed using simultaneous differential interference contrast (DIC) imaging (data not shown). Using these modes of imaging, we observed that in addition to being slower, motile cilia movements were less stereotypical (more asynchronous) in acute brain slices (Supplementary Movies 3 and 4) and whole-mounts (Supplementary Movies 5 and 6) from older (>4 months) *Dgcr8*^*+/−*^ mice compared to WT littermates.

**Fig. 2:**
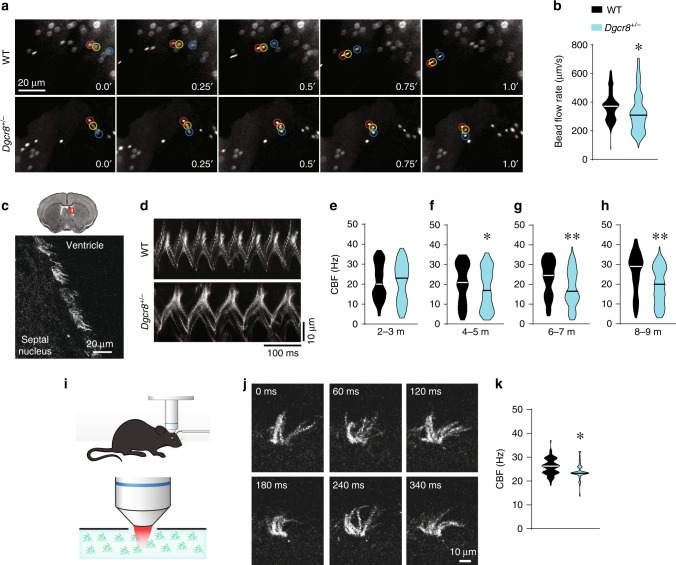
*Dgcr8* haploinsufficiency slows ependymal ciliary beating. **a** Images of fluorescent beads at consecutive time points, which are shown in seconds. **b** The average bead speed is an indicator of the ependymal flow rate in 8-month-old whole mounts from WT (439 beads, 6 mice) and *Dgcr8*^*+/−*^ (450 beads, 6 mice) animals. Data were analyzed using the Mann–Whitney rank-sum test (*U* = 72837, *p *<* 0.001). **c** A coronal section of the brain (top) with the magnified region of the LV wall (bottom) in *Arl13b*^*eGFP*^ mice. Motile cilia were labeled with eGFP and depicted in grayscale mode. **d** Kymographs of cilia beating, which was measured ex vivo brain slices from WT (*Dgcr8*^*+/+*^;*Arl13b*^*eGFP*^) and *Dgcr8*^*+/−*^ (*Dgcr8*^*+/−*^;*Arl13b*^*eGFP*^) mice. **e**–**h** Ciliary beating frequency (CBF) in ex vivo brain slices from WT and *Dgcr8*^*+/−*^ mice at 2–3 months (**e**), 4–5 months (**f**), 6–7 months (**g**), and 8–9 months (**h**) of age. In **e**, 82 ciliary bundles in 3 WT mice and 81 ciliary bundles in 3 *Dgcr8*^*+/−*^ mice (*U* = 3227, *p* = 0.76) were assessed. In **f**, 132 ciliary bundles in 5 WT mice and 143 ciliary bundles in 5 *Dgcr8*^*+/−*^ mice (*U* = 8037, *p *<* 0.05) were assessed. In **g**, 120 ciliary bundles in 4 WT mice and 112 ciliary bundles in 4 *Dgcr8*^*+/−*^ mice (*U* = 4709, **p *<* 0.001) were assessed. In **h**, 145 ciliary bundles in 5 WT mice and 159 ciliary bundles in 5 *Dgcr8*^*+/−*^ mice (*U* = 7116, **p *<* 0.001) were assessed (Mann-Whitney rank-sum test). **i** Experimental schematics for imaging ependymal CBF in vivo in an anesthetized mouse. **j** Representative images of motile cilia in the LV wall of an anesthetized mouse at consecutive time points. **k** Average CBF measured in vivo in WT and *Dgcr8*^*+/−*^ mice (98 ciliary bundles in 3 WT mice, 88 ciliary bundles in 5 *Dgcr8*^*+/−*^ mice; Mann–Whitney rank-sum test; *U* = 2509, *p *<* 0.001). Source data are provided as a Source Data file.

To show ciliary abnormality in vivo, we measured ependymal CBF in anesthetized mice by using two-photon imaging (Fig. 2i). This approach enabled us to detect quickly beating individual cilia within the cilia tuft at the surface of the LV wall (Fig. 2j, Supplementary Movie 7). Similar to results from the ex vivo whole-mount experiments, the ependymal CBF in vivo was slower in 8-month-old *Dgcr8*^*+/−*^;*Arl13b*^*eGFP*^ mice than in *Dgcr8*^*+/+*^;*Arl13b*^*eGFP*^ littermates (Fig. 2k). Together, these results show a progressive reduction in ependymal cilia beating frequency in *Dgcr8*^*+/−*^ mice.

### *Dgcr8* haploinsufficiency does not affect ependymal cell structure or planar polarity

The increase in ventricular volume in *Dgcr8*^*+/−*^ mice was not associated with structural changes in ependymal cilia or planar cell polarity. Transmission electron microscopy (TEM) revealed normal microtubule configuration in the 9 + 2 axoneme and basal body docking to the apical membrane of ependymal cells in *Dgcr8*^*+/−*^ mice (Fig. 3a–d). Scanning electron microscopy also showed no abnormalities in morphology, length, or the number of motile cilia on the wall of the LVs in the *Dgcr8*^*+/−*^ mice compared to WT littermates (Fig. 3e–h, m, n). Furthermore, planar polarity of ependymal cells was not altered in *Dgcr8*^*+/−*^ mice (Fig. 3i–l). Planar polarity within the ependymal cells is determined by the location of the microtubule-based basal bodies, which give rise to the motile cilia^60^. Co-labeling of the cell adherens junction and basal body with antibodies against β-catenin and γ-tubulin in the LV wall showed preserved cell polarity in both genotypes. Displacement of the basal body patch from the cell center, an indicator of translational polarity, was similar between the genotypes (Fig. 3o). Furthermore, the alignment of rotational orientation of basal bodies, which is thought to determine the direction of motile cilia beating^61–66^, was not altered in *Dgcr8*^*+/−*^ mice (Fig. 3p).

**Fig. 3:**
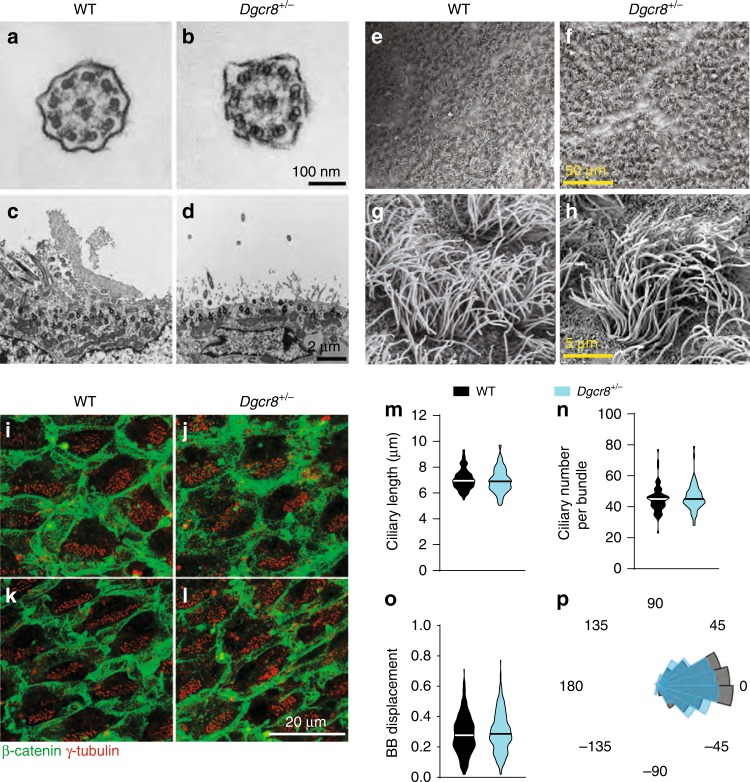
Normal cilia structure and planar polarity of ependymal cells in *Dgcr8*^*+/−*^ mice. **a**–**d** Representative TEM images of motile cilia in ependymal cells of WT and *Dgcr8*^*+/−*^ mice. Cilia are transected at the levels of the axoneme (**a**, **b**) or basal body (**c**, **d**). **e**–**h** Representative SEM images of motile cilia in ependymal cells of WT and *Dgcr8*^*+/−*^ mice. **i**–**l** Confocal images of basal body patch position as an anatomical indicator of ependymal planar polarity in the anterior dorsal (**i**, **j**) and anterior ventral (**k**, **l**) LV walls of WT and *Dgcr8*^*+/−*^ mice. Whole-mount brains were stained with antibodies against β-catenin (green, intercellular junctions) and γ-tubulin (red, basal bodies). **m**–**o** Mean ciliary length (**m**), ciliary number in a bundle (**n**), and distance of the basal body (BB) displacement from the center of an ependymal cell (**o**) in WT and *Dgcr8*^*+/−*^ mice. In **m**, 105 cilia in 3 mice of each genotype were analyzed using the Mann–Whitney rank-sum test (*U* = 5156, *p* = 0.42). In *n*, 72 cilia in three mice of each genotype were analyzed in the same manner (*U* = 2379, *p* = 0.39). In **o**, 309 cells in 3 WT mice and 305 cells in 3 *Dgcr8*^*+/−*^ mice were analyzed using the Shapiro–Wilk normality test (*U* = 44,160, *p* = 0.18). **p** Distribution of the basal body patch is plotted on a polar histogram. Average angles of the individual vectors in each imaged section were normalized to 0°, and distributions of the angles were compared in WT (235 cells, three mice) and *Dgcr8*^*+/−*^ (135 cells, three mice) animals. The data were analyzed using Watson’s U2 two-sample test of homogeneity (*t* = 0.13, *p* = 0.13). Source data are provided as a Source Data file.

### Dysregulation of the dopamine receptor Drd1 in ependymal cells of *Dgcr8*^*+/−*^ mice

Previous reports indicate that Dgcr8 regulates the expression of dopamine receptors through specific miRNAs^48^. Dopamine receptors are present not only on neurons but also on ciliated ependymal cells^67,68^, where catecholamine projections from the subependymal layer may form synapses with them^67,69^. First, we determined whether Drd1 is present in the motile cilia. Immunostaining of the LV wall for motile cilia markers (i.e., acetylated tubulin or Arl13b) and dopamine receptors revealed that Drd1s localize to the motile cilia (Fig. 4a, Supplementary Fig. 5a, b) in both WT and *Dgcr8*^*+/−*^ mice (Fig. 4a). Immunolabelling and super-resolution imaging confirmed the presence of Drd1s in the motile cilia (Fig. 4b) and revealed that immunolabeling of the motile cilia with antibodies against Drd1 was specific (Supplementary Fig. 5c). To further confirm the subcellular localization of Drd1 in ependymal cells, we performed immunogold EM experiments in sections containing ependymal cells in WT mice. The gold particles were detected in the cytoplasm of ependymal cells and cilia, including in the axoneme, near the outer and central microtubules, and at the basal body and its distal appendages (Fig. 4c). In contrast, Drd2s were not detected in the motile cilia (Supplementary Fig. 5d). Together, these experiments determined that Drd1 receptors are present in the motile cilia.

**Fig. 4:**
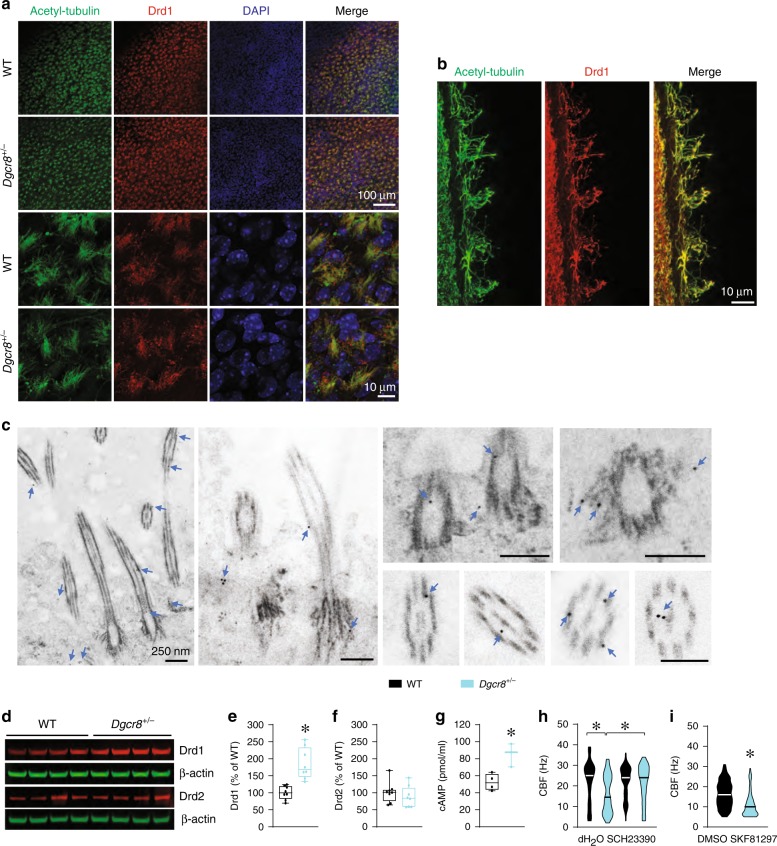
*Dgcr8* haploinsufficiency increases the expression of dopamine receptor Drd1 in the LV wall. **a** Confocal images of Drd1 expression in the ependymal cells of whole-mount LV walls from WT or *Dgcr8*^*+/−*^ mice. Acetyl-tubulin antibody is used as a marker of motile cilia and DAPI stains the nuclei. **b** Super-resolution microscopic images of coronal brain sections from the WT (*Foxj1*^*Cre*^*;Drd1*^*+/+*^) mice show expression of Drd1 in motile cilia. Acetyl-tubulin antibody is used as a marker of motile cilia. **c** Immunogold EM images show localization of immunogold-tagged Drd1 in the cytoplasm of ependymal cells and near the microtubules of cilia, including the axoneme, basal body, and distal appendages of the basal body (arrows). **d** Representative immunoblotting of Drd1 and Drd2 in the LV wall of WT and *Dgcr8*^*+/–*^ mice. **e**–**g** Quantification of Drd1 (**e**) and Drd2 (**f**) protein levels and the cAMP level (**g**) in the LV wall of WT and *Dgcr8*^*+/–*^ mice. In **e**, the data represent eight mice per group and were analyzed using the two-tailed Student’s *t*-test (*t*_14_ = 4.80, *p *<* 0.001). In **f**, eight mice per group were included, and the data were analyzed in the same manner (*t*_14_ = 0.89, *p* = 0.39). In **g**, 4 WT and 3 *Dgcr8*^*+/−*^ mice were included in each experiment, which were run in triplicate and analyzed using the two-tailed Student’s *t*-test (*t*_5_ = 3.72, *p *<* 0.05). **h**, **i** Average CBF in ex vivo brain slices from 6-month-old WT and *Dgcr8*^*+/−*^ mice in the absence (85 ciliary bundles in 3 WT mice and 88 ciliary bundles in 3 *Dgcr8*^*+/−*^ mice) or presence of Drd1 antagonist SCH23390 (93 ciliary bundles in 3 WT mice and 85 ciliary bundles in 3 *Dgcr8*^*+/−*^ mice) (**h**). Data were analyzed using one-way ANOVA (*F*_3_ = 24.99, *p *<* 0.001) (**h**) and in slices from 4- to 5-month-old WT mice in the presence of vehicle (DMSO) (67 ciliary bundles in 3 mice) or the Drd1 agonist SKF81297 (60 ciliary bundles in 3 mice) **i**. Data were analyzed using the Mann-Whitney rank-sum test (*U* = 1043, *p *<* 0.001) (**i**). Source data are provided as a Source Data file.

To determine if *Dgcr8* haploinsufficiency affects dopamine receptor expression, we performed Western blotting for Drd1 and Drd2 proteins in extracts from the LV walls. (Note, the LV wall contains several cell types, including ependymal cells.) The expression level of Drd1 but not Drd2 was significantly elevated in *Dgcr8*^*+/−*^ mice compared to WT controls (Fig. 4d–f). Consistent with this finding, the levels of intracellular cAMP, the downstream effector of Drd1 signaling, was also significantly increased in the LV wall of *Dgcr8*^*+/−*^ mice (Fig. 4g). Furthermore, blocking Drd1 activity with SCH23390, a Drd1-specific antagonist, rescued abnormal ependymal function in *Dgcr8*^*+/−*^ mice (Fig. 4h). SCH23390 significantly accelerated ependymal CBF (*p* *<* 0.001), compared to vehicle in slices from *Dgcr8*^*+/−*^ mice, making their CBF comparable to that of WT mice. Conversely, activation of Drd1 by SKF81297, a Drd1-specific agonist, mimicked the *Dgcr8*^*+/−*^ ciliary beating phenotype in WT mice (Fig. 4i). Application of SKF81297 slowed ependymal CBF compared to vehicle treatment in slices from WT mice. Together, these results suggest that *Dgcr8* haploinsufficiency upregulates Drd1 in the LV walls, and this reduces ependymal CBF. Because a major function of Dgcr8 is production of miRNAs, we next examined whether a Dgcr8–miRNA–Drd1 mechanism contributes to the deceleration of ependymal CBF in 22q11DS mice.

### Depleting miR-382-3p or miR-674-3p or deleting their seed sites on *Drd1* 3ʹUTR decelerates ependymal ciliary beating and mediates ventricular enlargement

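MiRNA levels were measured in the LV wall, the tissue that borders the lateral ventricle and carries the ciliated ependymal cells, of 8 WT and 8 *Dgcr8*+/- male mice at 8 months of age, with 1 mouse per array. Each 1-colour Agilent array held 56430 spots for 4415 probes of 1881 mature mouse miRNAs, with 7 to 30 spots per probe. The authors deposited the scanner output of each array, in which the Feature Extraction software gave a background-corrected signal for each spot without normalization between arrays. They also deposited a table of the total signal per miRNA, which equals the total gene signal of the scanner files. Starting from the spot signals, spots with an outlier mark were left out, the spots of each probe were averaged, and the probes were quantile-normalized between arrays as the methods describe. The probes of each miRNA were then averaged, values under 1 signal unit were set to 1, and log2 was taken. A miRNA was tested when the software detected it on at least 8 of the 16 arrays, whatever the genotype. This left 495 miRNAs, of which 430 were detected on all 16 arrays, whereas 1316 miRNAs were detected on no array. Genotypes were compared with limma and Benjamini-Hochberg adjustment over the 495 miRNAs, and every log2 fold change is *Dgcr8*+/- minus WT. The summed signal of the miRNA spots ranged from 21545358 to 29763412 in WT mice, with a median of 23929690, and from 18528866 to 23440575 in *Dgcr8*+/- mice, with a median of 21437172. No spot was saturated. The arrays lay on 2 slides, and slide 1 held 6 WT and 2 *Dgcr8*+/- arrays while slide 2 held 2 WT and 6 *Dgcr8*+/- arrays, so the comparison was also fitted with the slide as a block. Quantile normalization gives every array the same distribution of signals. A change shared by most miRNAs is therefore removed, and the changes are relative to the other miRNAs of the same array. The number of arrays limits the precision.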

To identify the miRNAs involved in the Dgcr8–miRNA–Drd1 mechanism, we performed miRNA microarray analysis in the LV wall of 8-month-old *Dgcr8*^*+/−*^ and WT littermates. Among the miRNAs that potentially target the 3ʹ untranslated region (UTR) of the *Drd1* transcript (on the basis of the miRWalk and TargetScan miRNA-target-prediction algorithms), only three miRNAs (miR-153-5p, miR-382-3p, and miR-674-3p) were significantly decreased in *Dgcr8*^*+/−*^ mice (Fig. 5a, Supplementary Table 3). 

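In the array data, the log2 signal of miR-153-5p was 5.33 ± 0.09 (SD, n = 8 mice) in WT mice and 4.72 ± 0.15 (SD, n = 8) in *Dgcr8*+/- mice. Its log2 fold change was −0.60 (standard error 0.06, adjusted p = 1.17e-06 from limma with Benjamini-Hochberg adjustment). The log2 signal of miR-382-3p fell from 6.60 ± 0.12 (SD, n = 8) to 5.97 ± 0.24 (SD, n = 8), a log2 fold change of −0.63 (standard error 0.09, adjusted p = 3.41e-05 from limma). That of miR-674-3p fell from 6.98 ± 0.09 (SD, n = 8) to 6.33 ± 0.24 (SD, n = 8), a log2 fold change of −0.65 (standard error 0.09, adjusted p = 1.53e-05 from limma). For each of these miRNAs, all 8 *Dgcr8*+/- mice lay below every WT mouse (2-sided exact permutation test, p = 0.000155, the smallest p that 8 mice against 8 allow).

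**Figure D1:**
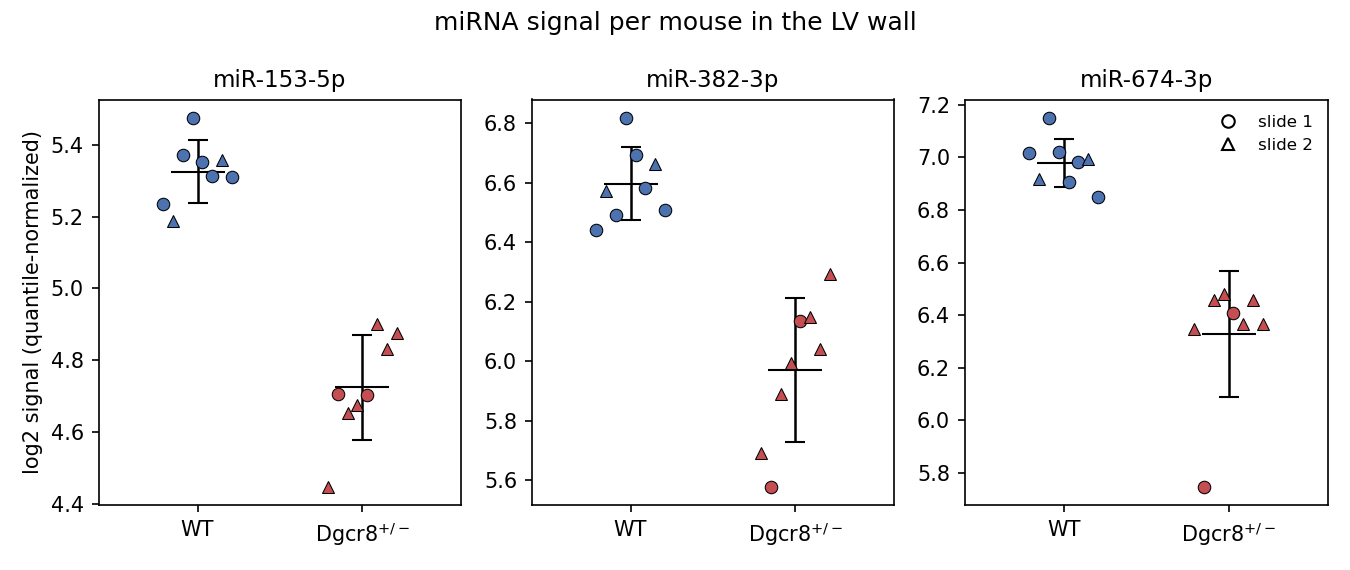
Quantile-normalized log2 signal (y axis) of miR-153-5p, miR-382-3p and miR-674-3p in each WT and *Dgcr8*+/- mouse (x axis), with 1 point per mouse, circles for slide 1 and triangles for slide 2. The long horizontal line is the mean and the whiskers are 1 SD of 8 mice; the y axes do not start at 0, and all 8 *Dgcr8*+/- mice lie below every WT mouse for each miRNA.

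The falls were present on both slides. On slide 1 the difference between the means was −0.64 for miR-153-5p, −0.73 for miR-382-3p and −0.91 for miR-674-3p, and on slide 2 it was −0.54, −0.61 and −0.54, respectively. *Dgcr8*+/- replicate 2 had the lowest miR-674-3p signal, 5.75, and without this mouse the log2 fold change of miR-674-3p was −0.57. With no normalization between arrays, the log2 fold changes were −0.98 for miR-153-5p, −1.05 for miR-382-3p and −1.12 for miR-674-3p. With a normexp background correction of the median signal, chosen after the data were seen, they were −0.20, −0.33 and −0.39. This correction was run with an added constant of 50 signal units, which shrinks the changes of dim miRNAs. The other arm of each hairpin was lower as well, with a log2 fold change of −0.34 for miR-153-3p, −0.55 for miR-382-5p and −0.61 for miR-674-5p. When no spot was left out for its outlier mark, the log2 fold change of miR-674-5p was −0.061 (adjusted p = 0.936 from limma, the highest over its alternatives). In the GRCm38.p6 gene table, Mir153 lies on chromosome 12 within *Ptprn2*, Mir382 lies on chromosome 12 between Mir544 and Mir134, and Mir674 lies on chromosome 2 between *Spred1* and Gm18612. The lists of predicted *Drd1*-targeting miRNAs were not used here. The paper performed the arrays to identify miRNAs of the Dgcr8–miRNA–Drd1 mechanism, and states that these were the decreased ones among those predicted to target *Drd1*.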

The RT-qPCR analysis verified that the levels of all three *Drd1*-targeting miRNAs were significantly reduced in *Dgcr8*^*+/−*^ mice compared to WT mice (Fig. 5b). All three miRNAs were substantially enriched in the brain, including the LV wall, compared to non-brain areas such as kidney or liver (Fig. 5c). Of the three identified miRNAs, overexpression of two, miR-382-3p (miR-382-3p OE) and miR-674-3p (miR-674-3p OE), decreased the levels of *Drd1* transcripts in vitro (Supplementary Fig. 6). Therefore, in further experiments we focused on these two miRNAs as the mediators of the Dgcr8–miRNA–Drd1 mechanism. The miR-382-3p is conserved across species, including humans and mice, but miR-674-3p does not have a human homolog. Interestingly, the predicted miRNA-target sites of miR-382-3p and miR-674-3p overlapped on the *Drd1* 3ʹUTR (Fig. 5d). The 13-bp sequence containing seed sequences from both miRNAs is unique throughout all 3ʹUTRs of reference-sequence genes in the mouse genome (GRCm38/mm10 assembly). The miR-674-3p has an additional 7-bp binding site in the *Drd1* 3ʹUTR (Fig. 5d). To test whether the miR-382-3p– or miR-674-3p–binding sites are involved in ventricular enlargement, we generated mice with deletions of the 13-bp seed site (Drd1^Δ13bp^) and the 7-bp seed site (Drd1^Δ7bp^), respectively, in the *Drd1* 3ʹUTR by using the CRISPR/Cas9 approach (Fig. 5e). Both *Drd1*^*Δ7bp+/−*^ and *Drd1*^*Δ13bp+/−*^ mice developed normally and had no detectible gross abnormalities, compared to their respective WT controls (data not shown). *Drd1*^*Δ13bp+/−*^ mice showed age-dependent and region-specific ventricular enlargement (Fig. 5f, g). Specifically, 8-month-old but not younger *Drd1*^*Δ13bp+/−*^ mice had significantly enlarged total and LV volumes compared to WT littermates (Fig. 5f, g, Supplementary Table 4, 4ʹ). In contrast, we did not detect any differences in ventricular volumes in *Drd1*^*Δ7bp+/−*^ mice compared to control mice (Fig. 5h, i). This suggests that the unique 13-bp miR-382-3p/miR-674-3p *Drd1* seed site but not the 7-bp miR-674-3p *Drd1* seed site mediates the effect of these miRNAs in the ventricular-enlargement phenotype.

**Fig. 5:**
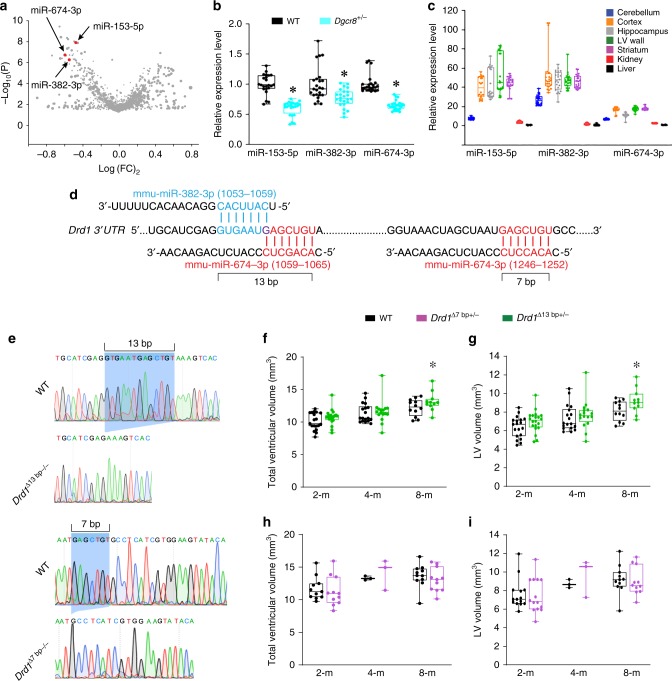
*Drd1*-targeting miRNAs are depleted in *Dgcr8*^*+/−*^ mice, and deletion of miRNA seed site on *Drd1* 3ʹUTR causes ventricular enlargement. **a** A miRNA microarray volcano plot depicting changes in miRNA expression in the LV wall of male *Dgcr8*^*+/−*^ mice compared to that in male WT mice. **b** Normalized relative levels of miR-153-5p, miR-382-3p, and miR-674-3p measured by qPCR in the LV wall in WT (8 mice) and *Dgcr8*^*+/−*^ littermates (8 mice). The data were analyzed using Mann–Whitney rank-sum test (*U* = 12, *p *<* 0.001 for miR-153-5p; *U* = 133, *p *<* 0.001 for miR-382-3p; *U* = 0, *p *<* 0.001 for miR-674-3p). **c** Normalized relative expression of miR-153-5p (8 mice), miR-382-3p (8 mice), and miR-674-3p (8 mice) in cerebellum, cortex, hippocampus, LV wall, striatum, kidney, and liver, as measured by qPCR. Data were analyzed using Kruskal–Wallis one-way analysis (*H*_6_ = 133.96, *p* *<* 0.001 for miR-153-5p; *H*_6_ = 127.59, *p* *<* 0.001 for miR-382-3p; and *H*_6_ = 149.63, *p* *<* 0.001 for miR-674-3p). **d** The predicted miRNA target sites of miR-382-3p (blue) and miR-674-3p (red) on the *Drd1* 3ʹUTR (NM_010076). The overlapped nucleotide *G* between the two miRNA seed sites within the 13-bp sequence is indicated in purple. **e** Validation of the 13-bp and 7-bp deletions in the *Drd1* 3ʹUTR of the *Drd1*^*Δ13bp−/−*^ and *Drd1*^*Δ7bp−/−*^ mice by cDNA sequencing. The blue shaded areas indicate the 13- and 7-bp seed sites in the WT *Drd1* 3ʹUTR, which is deleted in *Drd1*^*Δ13bp−/−*^ and *Drd1*^*Δ7bp−/−*^ mice, respectively. **f**–**i** Total ventricle volumes (**f**, **h**) and LV volumes (**g**, **i**) of 2-month-old (*n* = 19/20 for WT and *Drd1*^*Δ13bp+/−*^ mice; *n* = 11/11 for WT and *Drd1*^*Δ7bp+/−*^ mice), 4-month-old (*n* = 18/16 for WT and *Drd1*^*Δ13bp+/−*^ mice; *n* = 3/3 for WT and *Drd1*^*Δ7bp+/−*^ mice), and 8-month-old (*n* = 12/11 for WT and *Drd1*^*Δ13bp+/−*^ mice; *n* = 11/11 for WT and *Drd1*^*Δ7bp+/−*^ mice) mice. Data were analyzed using two-way ANOVA. **f**, **h** Age: *F*(2,90) = 18.81, *p* *<* 0.001, genotype: *F*(1,90) = 4.078, *p = 0.046 (f); Age: *F*(2,44) = 6.5, *p* *<* 0.003, genotype: *F*(1,44) = 0.017, *p* = 0.896 (h). **g**, **i** Age: *F*(2,90) = 17.12, *p* *<* 0.001, genotype: *F*(1,90) = 6.06, *p = 0.016 (g); Age: *F*(2,44) = 5.68, *p* *<* 0.006, genotype: *F*(2,44) = 0.03, *p* = 0.861 (**i**). Source data are provided as a Source Data file.

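Of the 495 miRNAs tested on the arrays, 138 were lower and 140 were higher in *Dgcr8*+/- mice at an adjusted p below 0.05 from limma. At the thresholds stated under Supplementary Table 3, an unadjusted p below 0.05 and a log2 fold change beyond 0.4 in either direction, 89 miRNAs were lower and 52 were higher. The median log2 fold change of the tested miRNAs was 0.04, with quartiles of −0.27 and 0.27. The 5 miRNAs with the lowest fitted log2 fold changes among those past the adjusted threshold were dim, and signals this close to background give them no order. With the processing used here, miR-299a-3p was at least 1.49-fold lower and miR-6540-5p at least 2.40-fold lower, as both were detected in all 8 WT mice and in 0 *Dgcr8*+/- mice. These bounds set the WT mean against the lowest signal among detected miRNAs on each *Dgcr8*+/- array, or the miRNA's own signal where that was higher. Over the alternatives the fitted log2 fold changes ranged from −4.44 to −0.061 for miR-299a-3p and from −5.47 to −0.11 for miR-6540-5p. The bounds thus belong to this processing alone. In 1 of 21 alternatives miR-299a-3p was no longer past the adjusted threshold. MiR-665-3p had a log2 fold change of −1.29 and was detected in 3 of 8 *Dgcr8*+/- mice, miR-491-5p had −1.05 and was detected in 4 of 8, and miR-106b-3p had −1.03 and was detected in 3 of 8. These sizes depend on how dim signals are treated, and over the alternatives they ranged from −3.51 to −0.059 for miR-665-3p, from −2.83 to −0.044 for miR-491-5p and from −3.02 to 0.0078 for miR-106b-3p. When no spot was left out for its outlier mark, the log2 fold change of miR-106b-3p reached this highest value. The largest rises among those past the threshold were in miR-6997-5p, with a log2 fold change of 0.70, miR-5119 with 0.68, miR-7002-5p with 0.61, miR-6937-5p with 0.59 and miR-5126 with 0.58. The log2 fold change of miR-1941-5p, named after its value was seen, was 1.03 and not past the threshold (unadjusted p = 0.0564, adjusted p = 0.0857 from limma). Decreased miRNAs were spread over the signal range, with 46 in the dimmest tertile of tested miRNAs, 48 in the middle tertile and 44 in the brightest tertile. The counts moved most when the arrays were not normalized against each other, with 293 lower and 0 higher miRNAs from limma. At an unadjusted p below 0.05 the number higher was 0 from limma and 2 from the methods' t-test, and 0 from the latter after adjustment. With each array scaled to the 75th percentile of the probes detected on all arrays, 131 were lower and 191 were higher. At the study's thresholds, 242 were lower and 0 higher with no normalization between arrays, and 9 were lower and 9 higher with a normexp correction of the median signal, which was chosen after the data were seen. That correction adds a constant of 50 signal units, which shrinks the changes of dim miRNAs. The number higher at these thresholds was 107 with the 75th percentile of the probes detected on all arrays and 81 with the slide as a block.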

To test if depletion of miR-382-3p or miR-674-3p mimics the cilia deceleration and ventricular enlargement in WT mice in vivo, we generated sponges specific for miR-382-3p or miR-674-3p. The miR-382-3p or miR-674-3p effectively inhibited reporters containing the sponge sequence in vitro, as measured by the luciferase assay (Supplementary Fig. 7). To deliver these sponges in vivo, we generated the recombinant adeno-associated virus serotype 1 (AAV1) encoding GFP under the ubiquitous CAG promoter (AAV1-CAG-GFP). We injected AAV1-CAG-GFP intracerebroventricularly in *Foxj1*^*Cre*^*;Ai14* mice, which express tdTomato in ependymal cells. Approximately 3 weeks after injection, we detected robust co-labeling of GFP with tdTomato, indicating that the AAV1 efficiently and specifically infected the ependymal cells (Fig. 6a and Supplementary Fig. 8). The GFP signal was co-localized with tdTomato^+^ and S100β^+^ ependymal cells but not with neural progenitor markers GFAP and Ki67 (Supplementary Fig. 8b), indicating that ependymal cells have a strong affinity for AAV1, as previously shown^70^. In contrast, AAV5 viruses were less specific and infected ependymal cells and other cells, including neurons in other brain areas (data not shown).

**Fig. 6:**
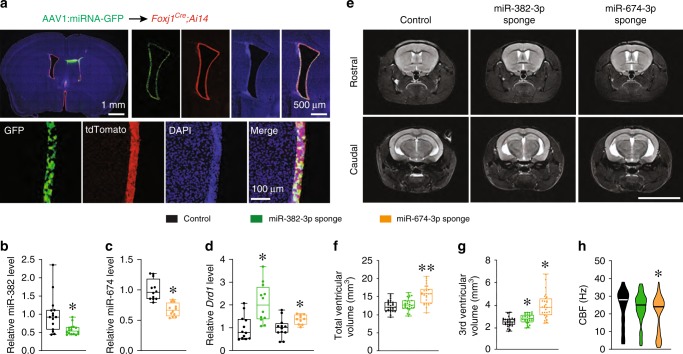
Knockdown of *Drd1*-targeting miRNAs in the ependymal cells mimics ventricular enlargement seen in 22q11DS mice. **a** Confocal images of miRNA (GFP) expression in the coronal sections of *Foxj1*^*Cre*^;*Ai14* brains. Cre expression is marked with tdTomato, and DAPI counterstains the nuclei. **b**–**d** Normalized levels of miR-382-3p (**b**), miR-674-3p (**c**), and *Drd1* mRNA (**d**) in the LV wall injected with AAV1 expressing GFP or miR-382-3p sponge (**b**, **d**) or miR-674-3p sponge (**c**, **d**). In **b**, three mice per group were analyzed using the Mann–Whitney rank-sum test (*U* = 42, *p *<* 0.01). In **c**, four mice per group were analyzed using the two-tailed Student’s *t*-test (*t*_22_ = 5.60, *p *<* 0.001). In **d**, the data were analyzed using the two-tailed Student’s *t*-test (*t*_22_ = 3.71, *p *<* 0.001 for miR-382-3p sponge; *t*_20_ = 2.47, *p *<* 0.05 for miR-674-3p sponge). **e** Representative MRIs of the rostral and caudal brains injected with an AAV1 expressing a scramble control, miR-382-3p sponge, or miR-674-3p sponge. **f**–**h** The total ventricular volume (**f**), third ventricular volume (**g**), and CBF (**h**) of 8-month-old WT mice injected with AAV1 expressing scramble (control, 27 mice), miR-382-3p sponge (28 mice), or miR-674-3p sponge (28 mice) into the intracerebroventricular space at 2–3 months of age. Data were analyzed using one-way ANOVA, **f**: *F*_3_ = 21.82, **p *<* 0.001, **g**: *H*_2_ = 35.98, *p *<* 0.001. **h** control (136 ciliary bundles in four mice), miR-382-3p sponge (124 ciliary bundles in four mice), and miR-674-3p sponge (120 ciliary bundles in five mice, *H*_2_ = 15.69, *p *<* 0.001). Scale bar, 8 mm. Source data are provided as a Source Data file.

To use this AAV1 tropism for specific molecular manipulations in ependymal cells, we constructed an AAV1 containing miR-382-3p, miR-674-3p sponges, or scramble control (AAV1–CAG–GFP–miR-382-3p sponge, AAV1–CAG–GFP–miR-674-3p sponge, and AAV1–CAG–GFP–scramble). The infection with AAV1 encoding the miR-382-3p or miR-674-3p sponge significantly reduced the levels of respective miRNAs and increased the expression of the *Drd1* transcript in the LV wall of WT mice (Fig. 6b–d). The miR-674-3p sponge expression in ependymal cells of WT mice resulted in ventricular enlargement, including increased volume of the TV (Fig. 6e–g, Supplementary Table 5, 5ʹ). The miR-382-3p sponge increased the volume of the TV but did not affect the total ventricular volume (Fig. 6g, Supplementary Table 5, 5ʹ). These significant differences in ventricle size were not accompanied by other aberrant neuroanatomical features or changes in ependymal planar polarity (Supplementary Fig. 9). Furthermore, the AAV1 expressing the miR-674-3p sponge significantly reduced the ependymal CBF compared to control virus in WT mice (Fig. 6h). Ependymal CBF also appeared to be reduced when ependymal cells were infected with AAV1 expressing the miR-382-3p sponge, but that reduction was not significant. Together, these results suggest that depletion of miR-382-3p or miR-674-3p, which occurs in *Dgcr8*^*+/−*^ mice, slows ependymal CBF and induces ventricular enlargement.

### Replenishing miR-382-3p or miR-674-3p rescues the cilia-beating deficit and ventricular enlargement in 22q11DS mice

Given that depletion of miR-382-3p or miR-674-3p leads to ventricular enlargement in 22q11DS mice, we sought to rescue this phenotype by overexpressing these miRNAs in the ependymal cells. To this end, we constructed AAV1 expressing miR-382-3p or miR-674-3p with GFP (AAV1–miR-382-3p OE and AAV1–miR-674-3p OE). After we injected AAV1–miR-382-3p OE or AAV1–miR-674-3p OE intracerebroventricularly, the expression of each miRNA was increased, compared to the levels in mice that received injections with a control virus (Supplementary Fig. 10a, b). This coincided with reduced *Drd1* mRNA levels in the LV wall of *Df(16)1/+* mice (Supplementary Fig. 10c). Neither AAV1–miR-382-3p OE nor AAV1–miR-674-3p OE affected *Drd1* mRNA levels in WT mice. However, overexpression of AAV1–miR-674-3p significantly reduced *Drd1* mRNA levels in *Df(16)1/+* mice (*p* < 0.001), which became indistinguishable from WT. *Drd1* mRNA levels in *Df(16)1/+* mice were also significantly reduced (*p* < 0.001) after injection of AAV1–miR-382-3p OE but still remained higher than in WT mice (Supplementary Fig. 10c).

AAV1–miR-382-3p OE and AAV1–miR-674-3p OE but not a control AAV1 injected intracerebroventricularly into 2- to 3-month-old *Df(16)1/+* mice prevented ventricular enlargement measured at 8 months of age (Fig. 7a, b, Supplementary Table 6, 6ʹ). The total ventricular volume was substantially larger in *Df(16)1/+* mutants than in WT mice when both genotypes were injected with the control virus. However, this ventricular enlargement was eliminated when WT and *Df(16)1/+* mice were injected with AAV1–miR-382-3p OE or AAV1–miR-674-3p OE (Fig. 7b). AAV1–miR-382-3p OE and AAV1–miR-674-3p OE did not affect ventricular volumes in WT mice, but ventricular volume was significantly smaller in *Df(16)1/+* mutants injected with AAV1–miR-674-3p OE than those injected with control AAV1 (*p* = 0.006). A trend of decreased total ventricular volume was also observed in *Df(16)1/+* mice injected with AAV1–miR-382-3p OE, but that decrease was not significant (*p* = 0.055) (Supplementary Table 6, 6ʹ).

**Fig. 7:**
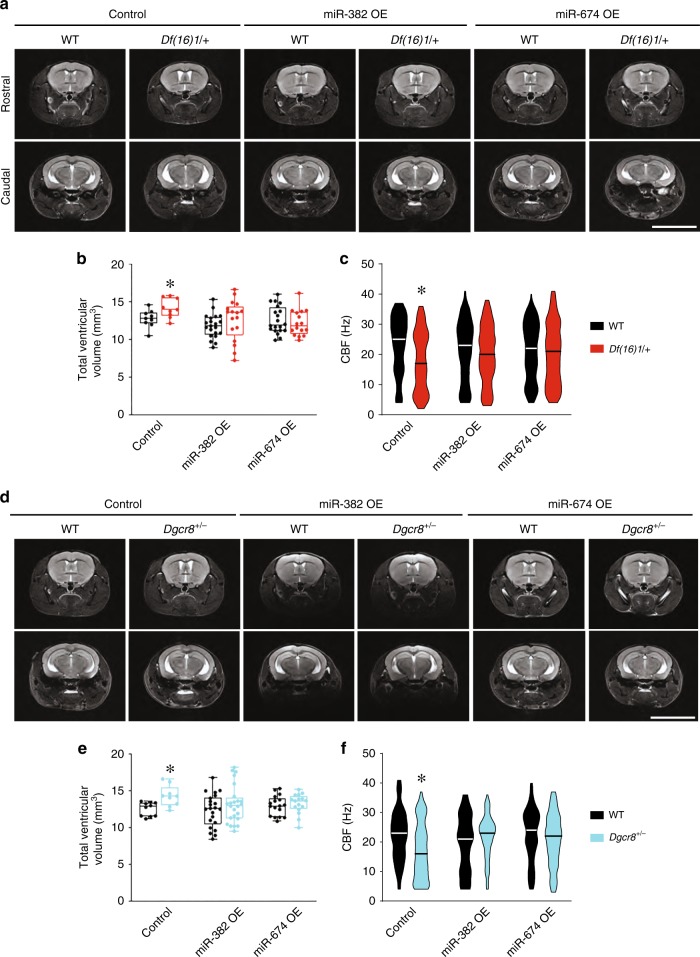
Overexpression of *Drd1*-targeting miRNAs in the ependymal cells rescues 22q11DS-mediated ventricular enlargement. **a** Representative MRIs of the brains of WT or *Df(16)+* mice injected with an AAV1 expressing scramble control, miR-382-3p (miR-382 OE), or miR-674-3p (miR-674 OE). **b** Mean total ventricular volume of 8-month-old WT and *Df(16)/+* mice injected with an AAV1 expressing scramble control (control: 9 WT mice, 9 *Df(16)/+* mice; two-tailed Student’s *t*-test; *t*_16_ = 2.39, *p *<* 0.05), miR-382-3p (miR-382 OE: 21 WT mice, 17 *Df(16)/+* mice; two-tailed Student’s *t*-test; *t*_36_ = 1.14, *p* = 0.26), or miR-674-3p (miR-674 OE: 20 WT mice, 16 *Df(16)/+* mice; two-tailed Student’s *t*-test; *t*_34_ = 0.66, *p* = 0.52) into the intracerebroventricular space at 2–3 months of age. **c** CBF measured in ex vivo brain slices from 8-month-old WT mice injected with an AAV1 expressing scramble control (control: 111 ciliary bundles in 5 WT mice, 90 ciliary bundles in 5 *Df(16)/+* mice; Mann–Whitney rank-sum test; *U* = 3497, *p *<* 0.001), miR-382-3p (miR-382 OE: 139 ciliary bundles in 5 WT mice, 156 ciliary bundles in 5 *Df(16)/+* mice; Mann-Whitney rank-sum test; *U* = 9962, *p* = 0.23), or miR-674-3p (miR-674 OE: 151 ciliary bundles in 5 WT mice, 148 ciliary bundles in 5 *Df(16)/+* mice; Mann–Whitney rank-sum test; *U* = 10,622, *p* = 0.46. **d** Representative MRIs of the brains of WT or *Dgcr8*^+/−^ mice injected with an AAV1 expressing scramble (Control), miR-382-3p (miR-382 OE), or miR-674-3p (miR-674 OE). **e** Mean total ventricular volume of 8-month-old WT or *Dgcr8*^*+/−*^ mice injected with AAV1 expressing scramble control (Control: 10 WT mice, 9 *Dgcr8*^*+/−*^ mice; two-tailed Student’s *t*-test; *t*_17_ = 3.20, *p *<* 0.01), miR-382-3p (miR-382 OE: 22 WT mice, 24 *Dgcr8*^*+/−*^ mice; two-tailed Student’s *t*-test; *t*_44_ = 1.17, *p* = 0.25), or miR-674-3p (miR-674 OE: 17 WT mice, 16 *Dgcr8*^*+/−*^ mice; two-tailed Student’s *t*-test; *t*_31_ = 0.58, *p* = 0.57). **f** CBF measured in ex vivo brain slices from 8-month-old WT mice injected with AAV1 expressing scramble control (Control: 153 ciliary bundles in 5 WT mice, 128 ciliary bundles in 5 *Dgcr8*^*+/−*^ mice; Mann-Whitney rank-sum test; *U* = 6736.5, *p *<* 0.001), miR-382-3p (miR-382 OE: 134 ciliary bundles in 5 WT mice, 131 ciliary bundles in 4 *Dgcr8*^*+/−*^ mice; Mann-Whitney rank-sum test; *U* = 7640.5, *p* = 0.07), or miR-674-3p (miR-674 OE: 162 ciliary bundles in 6 WT mice, 168 ciliary bundles in 6 *Dgcr8*^*+/−*^ mice; Mann–Whitney rank-sum test; *U* = 12,165, *p* = 0.10). Scale bars, 8 mm. Source data are provided as a Source Data file.

The normalization of the ventricular size in *Df(16)1/+* mice injected with AAV1–miR-674-3p OE or AAV1–miR-382-3p OE was accompanied by the rescue of ciliary beating (Fig. 7c). Ependymal CBF was significantly lower in *Df(16)1/+* mice than WT littermates when both genotypes were injected with the control virus. However, this difference was eliminated when mice were injected with either AAV1–miR-674-3p OE or AAV1–miR-382-3p OE. Similar to the ventricular volume, ependymal CBF in WT mice was not affected by AAV1–miR-674-3p OE or AAV1–miR-382-3p OE. However, AAV1–miR-674-3p OE significantly increased ependymal CBF in *Df(16)1/+* mice (*p* = 0.04). The CBF in *Df(16)1/+* mice injected with AAV1–miR-382-3p OE also appeared to be faster than that in mice injected with control virus, but the increase was not significant (*p* = 0.08).

The normalization of the ventricular volume and CBF following intracerebroventricular injections of AAV1–miR-674-3p OE or AAV1–miR-382-3p OE was also observed in *Dgcr8*^*+/−*^ mice (Fig. 7d–f). *Dgcr8*^*+/−*^ mutants injected with the control virus had significantly enlarged ventricles and decreased CBF. However, injection of AAV1–miR-674-3p OE or AAV1–miR-382-3p OE eliminated these differences between WT and *Dgcr8*^*+/−*^ littermates. In both measures, neither virus affected WT mice but rescued the defects in *Dgcr8*^*+/−*^ mutants. AAV1–miR-674-3p OE significantly decreased the ventricular volume (*p* = 0.04) and increased ependymal CBF (*p* *<* 0.01) in *Dgcr8*^*+/−*^ mice. AAV1–miR-382-3p OE appeared to decrease ventricular volume, but the change was not significant (*p* = 0.08); however, it significantly increased CBF (*p* *<* 0.001) in *Dgcr8*^*+/−*^ mice (Fig. 7e, f).

Together, these results indicate that *Dgcr8* haploinsufficiency is a genetic factor significantly contributing to progressive enlargement of the ventricles in 22q11DS mice. Both ventricular enlargement and the deficit in ciliary beating are mediated by the Dgcr8–miR-382-3p/miR-674-3p–Drd1 mechanism.

## Discussion

Here we identified a novel mechanism of age-dependent ventricular enlargement in mouse models of 22q11DS. We have shown that haploinsufficiency of the 22q11DS gene *Dgcr8*, which is involved in miRNA biosynthesis, leads to depletion of miR-382-3p and miR-674-3p and elevation of Drd1 expression in the LV wall. We also determined that in ependymal cells Drd1 is expressed on the motile cilia. The increased expression of Drd1 reduces ependymal CBF, which is associated with age-dependent ventricular enlargement in 22q11DS mice. Overall, these experiments suggest that *Dgcr8* haploinsufficiency operating via the Dgcr8–miR-382-3p/miR-674-3p–Drd1 mechanism is a major contributing factor to ventricular enlargement in 22q11DS mice. However, our data do not rule out that other genes within the microdeletion may also contribute to age-dependent ventricular enlargement in 22q11DS.

Multiple factors may contribute to ventricular enlargement, including stenosis of the aqueduct of Sylvius, impaired CSF homeostasis, aging, certain diseases, and cilia dysfunction^71,72^. Aqueduct stenosis and abnormal production or adsorption of CSF can cause the most drastic changes in the ventricular volume, leading to hydrocephalus, especially during early development. There was no stenosis of the aqueduct in 22q11DS mouse brains, indicating that this enlargement of ventricles was nonobstructive. CSF osmolality was also not changed in the mutant brains. The slow developmental trajectory of ventricular enlargement in 22q11DS mice starkly contrasts with that of rapidly developing congenital childhood hydrocephalus, a severe neurological disorder with high mortality^73^. It also contrasts with occasional sporadic hydrocephalus in mice, which is much more severe and evident at birth. Hydrocephalic animals develop severe lesions and die at 20–40 days of age^73^, but there is no abnormal mortality in 22q11DS mice at this age. In humans and mice, ventricular volumes progressively increase during normal aging;^6,7,74^ this enlargement also has been often observed in neurological disorders, such as Alzheimer disease, vascular dementia, bipolar disorder, copy number variation disorders, and Parkinson disease^1–5,75^. However, evidence of ventricular enlargement in SCZ is overwhelming and reported in more than 80% of SCZ studies^13^. The slowly progressing ventricular enlargement described here resembled that which occurs in SCZ patients^14,76,77^. The late onset of ventricular enlargement in 22q11DS mice also resembles idiopathic normal-pressure hydrocephalus. This normally occurs in older patients and is frequently misdiagnosed with co-morbidities (i.e., Parkinson disease), and can be improved by CSF drainage^78–80^. Similar clinical management could be potentially used in 22q11DS patients with advanced ventricular enlargement.

Structural neuroimaging studies of children with 22q11DS have reported multiple volumetric brain abnormalities^43,44,81^. A recent study indicated the existence of three subgroups within 22q11DS based on severity of changes in midline structures^82^. The changes we observed in 22q11DS mouse models and *Dgcr8*^*+/−*^ mice were relatively mild and correspond to subgroup 1 or 2 of this classification. Indeed, we observed no difference in total brain size, total (brain–CSF) volumes, cortical thickness, or hippocampal volume in these mutant mice compared to WT controls. The only consistent change we observed in 22q11DS and *Dgcr8*^*+/−*^ mice was an age-dependent enlargement of the LV and TV volumes.

The cumulative data show a strong association between aberrant ciliogenesis or ciliary beating and ventricular enlargement^72,83–87^. In the present study, we detected a defect in cilia beating that was associated with ventricular enlargement in 22q11DS mice. Slower motile cilia beating in 22q11DS mice may arise from structural or functional abnormalities. EM and light imaging revealed that 22q11DS mice have no structural defects in the motile cilium. Planar polarity in ependymal cells was also normal in *Dgcr8*^*+/−*^ mice. The unidirectional flow of CSF is generated by the well-coordinated stroke of motile cilia and is thought to depend on the planar polarity of the cells^61–66^. Furthermore, we detected no abnormalities in SVZ neurogenesis (i.e., cell proliferation, apoptosis, or neuronal migration into the olfactory bulb) in mice with heterozygous deletion of *Dgcr8*. This is consistent with the notion that heterozygous *Dgcr8* deletion has a negligible effect on SVZ neurogenesis, whereas homozygous *Dgcr8* deletion substantially affects SVZ neurogenesis. One report indicates that heterozygous deletion of *Dgcr8* does not affect proliferation of adult neural stem cells in the SVZ (but reduces cell proliferation and neurogenesis in the adult hippocampus)^88^. Another report indicates that mitotic frequency of basal progenitors in the late (E16.5) but not early (E13.5) stage of embryonic SVZ development is slightly reduced in the *Dgcr8*^*+/−*^ mice^89^. When corticogenesis was investigated in mice with conditional deletion of *Dgcr8* using *Emx1*^*Cre*^, there was a substantial defect in homozygous mice but not in heterozygous mice, in terms of the cortical or SVZ thickness at E13.5. The homozygous ablation of *Dgcr8* and, to a much less extent, heterozygous ablation of *Dgcr8* affected the maintenance and differentiation of apical and basal progenitors in the cortical VZ/SVZ and reduced the expression of Ctip2 and Sox5 in newborn neurons during early corticogeneisis^90^. Our data show that homozygous deletion of *Dgcr8* in Foxj1^+^ ependymal cells leads to ventricular enlargement but through a severe defect in SVZ neurogenesis. Our attempts to heterozygously delete *Dgcr8* in ependymal cells failed to reduce the *Dgcr8* transcript levels; therefore, the results of those experiments were inconclusive. We found no noticeable defects in SVZ neurogenesis in adult *Dgcr8*^*+/−*^ mice, which suggested that age-dependent ventricular enlargement in these mice is not caused by structural abnormalities in the SVZ. Together with data on normal ciliary structure in *Dgcr8*^*+/−*^ mice, these data prompted us to think that the slower CBF observed in *Dgcr8*^*+/−*^ mice may arise from functional ciliary abnormalities.

One example of functional defects of motile cilia is primary ciliary dyskinesia (PCD)^91^. PCD is associated with defects in ciliary ultrastructure and/or function of the components of the ciliary axoneme. The clinical features of PCD are present during the neonatal period and characterized by respiratory tract infections, chronic otitis media, situs inversus, male infertility, and in most severe cases, hydrocephalus^91^. Although hydrocephalus is not a consistent feature in PCD, several studies show a link between PCD and hydrocephalus in humans^92–94^ and mouse models^84,85,95^. Despite these numerous studies, it is still not clear whether PCD-related abnormalities in ciliary function cause hydrocephalus. Similarly, we cannot unequivocally claim that slower ciliary beating causes enlarged ventricles in 22q11DS. Nonetheless, our rescue experiments restored the normal levels of both ciliary beating and the ventricular size in 22q11DS mice, and our mimicking experiments resulted in both deceleration of ciliary beating and enlarged LVs in WT mice, suggesting a link between ciliary function and ventricular size. However, the formal causal link between defects in ciliary beating and ventricular enlargement in 22q11DS remains to be established.

Our study reveals a non-neuronal function of Drd1, specifically its role in motile ciliary beating in ependymal cells. The presence of dopamine receptors in ependymal cells and other cells in the subependymal zone and dopaminergic fibers that innervate the ventricular system has been previously reported^67–69^. Dopaminergic signaling in non-neuronal cell populations in the adult subependymal zone may be mediated by paracrine mechanisms^69^. We detected Drd1 expression in the LV wall, including the ependymal cilia. Although we found that both Drd1 and Drd2 are expressed in the LV wall, only Drd1 was detected on the motile cilia. Pharmacologic inhibition of Drd1 accelerates ependymal CBF in mutant mice and brings it to the WT level. This rescue experiment suggests an inverse relation between Drd1 levels in the ependymal cells and their CBF. Consistent with this hypothesis, pharmacological activation of Drd1 reduced ependymal CBF in WT mice. Several studies in different tissues have reported a role of cAMP in mechanisms of ciliary beating with various effects, suggesting that although the structure and function of cilia appears to be conserved across different ciliated tissues, the mechanism regulating this function could be quite diverse^95–97^. Canonical Drd1 signaling activates G_s_ proteins and adenylyl cyclase, which generate cAMP. Consistent with the elevated Drd1 levels, cAMP levels were also higher in the LV wall of *Dgcr8*^*+/−*^ mice. Thus, decreased ependymal CBF caused by *Dgcr8* haploinsufficiency could be explained by elevated Drd1 and the cAMP-dependent pathway.

As part of the Microprocessor complex, Dgcr8 produces miRNA precursors^98,99^. We identified two Drd1-targeting miRNAs that affect ependymal CBF and ventricular volume. 

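The array signal itself was lower in the LV walls of *Dgcr8*+/- mice before any normalization between arrays. The summed signal differed between the genotypes (2-sided exact permutation test of the means, 8 mice against 8, p = 0.0042). The software detected between 495 and 540 miRNAs in WT mice and between 467 and 492 in *Dgcr8*+/- mice, so that every *Dgcr8*+/- mouse had fewer detected miRNAs than every WT mouse (exact permutation test, p = 0.000155). The median log2 signal of the tested miRNAs was lower by a mean of −0.33 in *Dgcr8*+/- mice (exact permutation test, p = 0.00171). The labelling spike-ins, RNAs added in equal amounts before labelling, differed by −0.0090 (exact permutation test, p = 0.936). The hybridisation spike-ins differed by −0.36 (exact permutation test, p = 0.0497), and by −0.08 without the array with the lowest and the array with the highest value. The median log2 signal minus these spike-ins differed by 0.025 over all arrays (exact permutation test, p = 0.911), and by −0.23 without those arrays (exact permutation test of 7 mice against 7, p = 0.00874). Without normalization, the median log2 fold change of the 495 miRNAs was −0.39 and 69 of the 72 tested miRNAs of Supplementary Table 3 kept the sign given there. After quantile normalization, which removes a change shared by most miRNAs, the share of decreased miRNAs was 49.6% of those past the adjusted threshold of limma and 63.1% of those past the study's thresholds.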

*Dgcr8* haploinsufficiency leads to depletion of multiple miRNAs in the LV walls. However, only two miRNAs (miR-382-3p and miR-674-3p) target the *Drd1* 3ʹUTR and regulate its expression. The mimicking and rescuing experiments suggested that the depletion of these two miRNAs is necessary and sufficient to slow ciliary beating and increase ventricular volume in 22q11DS mice. Indeed, depletion of these miRNAs in WT mice increased *Drd1* expression, reduced ependymal CBF, and enlarged the brain ventricles. Conversely, replenishing miR-382-3p or miR-674-3p in ependymal cells eliminated the differences in ependymal cilia beating and ventricular size between WT and 22q11DS mice. These data suggest that miR-382-3p/miR-674-3p directly target *Drd1* to mediate ventricular enlargement in 22q11DS. This hypothesis was confirmed by deleting the unique *Drd1* 13-bp seed site for miR-382-3p/miR-674-3p, which was sufficient to produce ventricular enlargement in LVs. These data strongly suggest that a Dgcr8–miR-382-3p/miR-674-3p–Drd1 mechanism in ependymal cells regulates ciliary beating and the stability of ventricular volumes. Our data show that miR-382-3p and miR-674-3p are highly expressed in the brain, including the LV wall. Yet, it remains to be elucidated how the Dgcr8–miR-382-3p/miR-674-3p–Drd1 pathway affects other brain regions in 22q11DS mice. It is interesting to speculate that these miRNAs might have a differential role in Drd1 signaling in the 22q11DS brain.

The behavioral consequences of ventricular enlargement in 22q11DS or SCZ are unclear. Brain structures adjacent to the ventricles, especially subcortical regions adjacent to the LVs and TV, could be affected by ventricular enlargement. Although ventricular enlargement in SCZ does not correlate with volume diminution in the adjacent brain structures^100^, it could affect neuronal function in those structures. Ventricular enlargement also may affect neuronal functions in subcortical structures (e.g., thalamus, hippocampus, amygdala, and striatum) and potentially explain the diverse symptoms of SCZ (i.e., positive, negative, and cognitive symptoms). Given that ventricular enlargement in 22q11DS mice does not appear until later ages, it could, in theory, contribute to the late onset of at least some symptoms^32,54^. Furthermore, several behavioral abnormalities of 22q11DS mice appear only after 4 months of age, coinciding with the developmental trajectory of ventricular enlargement. For instance, old (>4 months) but not young (<3 months) *Df(16)1/+* mice or similar 22q11DS mouse models perform worse in paired-pulse inhibition, Morris water maze, cued fear conditioning, social memory, and active avoidance tests^48–50,101^. Moreover, the neural circuits associated with these deficits are affected in older but not younger mice^48–50^. For instance, thalamic projections to the auditory cortex or the amygdala become disrupted after 4 months in 22q11DS mice, but 2-month-old mutants have normal synaptic transmission in these circuits^47,48,50^. In this study, we did not investigate the connection between neuroanatomical changes and behavioral deficits in 22q11DS mouse models. Future studies are needed to elucidate those relations.

In summary, our data implicate a Dgcr8–miR-382-3p/miR-674-3p–Drd1 pathogenic mechanism of slower ciliary beating and ventricular enlargement in 22q11DS, a rare disease that substantially increases the risk of several neuropsychiatric disorders including SCZ. Our data indicate that replenishing miR-382-3p or miR-674-3p or inhibiting Drd1 in ependymal cells would be a potential therapeutic avenue for preventing progressive enlargement of brain ventricles, a robust and replicable neuroanatomical feature associated with neuropsychiatric disease.

## Methods

### Animals

Both male and female mice (2–9 months old) were used for all experiments. The generation of *Df(16)1/+*, *Dgcr8*^*+/−*^, *Arl13b*^*eGFP*^, *Foxj1*^*Cre*^, and *Ai14* mouse lines has been reported previously^49,53,58,59,102^. *Df(16)1/+* and *Dgcr8*^*+/−*^ mouse strains were back-crossed onto the C57BL/6J genetic background for at least 10 generations. The care and use of animals were reviewed and approved by the St. Jude Children’s Research Hospital Institutional Animal Care and Use Committee.

### Magnetic resonance imaging

The animal MRI study was performed using a 7T Bruker ClinScan system (Bruker BioSpin MRI GmbH, Germany) equipped with a 12 S gradient coil. A mouse head volume coil (Bruker BioSpin) was used. Animals were anesthetized and maintained with 1.5–2% isoflurane during the experiments. Transverse T2-weighted turbo spin echo images were acquired for volume measurements (Repetition time/Echo time = 3660/50 ms, field of view = 25 × 25 mm, matrix = 320 × 320 pixels, number of averages = 1, thickness = 0.4 mm, scan time = 11.5 min).

### Transmission and scanning electron microscopy

For TEM, 8-month-old WT and *Dgcr8*^*+/−*^ mice were perfused in 4% paraformaldehyde and postfixed in 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer (Tousimis Research Corp, Rockville, MD or Electron Microscopy Sciences, Hatfield, PA). The samples were postfixed in 2% osmium tetroxide and dehydrated via a graded series of alcohol baths, cleared in propylene oxide, embedded in epon araldite, and polymerized overnight at 70°C. Sections (70-nm thick) were cut on a Leica Ultracut E. The unstained sections were imaged on a JEOL 1200 EX transmission electron microscope with an AMT 2K digital camera.

For scanning electron microscopy, the brains were perfused with super-reagent perfusion wash and super-reagent perfusion fixation (Electron Microscopy Sciences, Hatfield, PA). Freshly collected brains were dissected and fixed with 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer, pH 7.35 (Tousimis Research Corp, Rockville, MD) and 2% osmium tetroxide, pH 7.35, in 0.1 M sodium cacodylate buffer (Electron Microscopy Sciences) before dehydration in an ethanol series and critically point dried (Tousimis Sandai 790, Tousimis Research Corp). Samples were mounted, coated with gold/palladium, and imaged using a JEOL 7000 field emission gun scanning electron microscope. Cilia length and numbers were measured in a blinded manner (i.e., without prior knowledge of the mouse genotype).

### Immunogold labeling

Mice were perfused with 0.1 M phosphate buffer (pH 7.3) containing 4% paraformaldehyde and 0.1% glutaraldehyde; their brains were then removed and immersed in the same fixative. Brain slices prepared using a vibratome were contrasted with tannic acid and uranyl acetate in 0.1 M sodium acetate, dehydrated in series of solutions with increasing concentrations of ethanol to 100%, infiltrated with resin/ethanol mixtures, and embedded into a modified formulation of Spurr’s resin^103^. The embedded brain slices were sectioned at 80-nm thickness and placed on nickel grids for immunolabeling. The brain sections were sequentially treated with 50 mM glycine in 10 mM PBS (pH 7.4); a blocking solution composed of 5% bovine serum albumin (BSA), 5% normal serum, and 0.1% cold water fish skin gelatin in PBS; and 0.1% BSA-c (Aurion) in PBS. The sections were incubated overnight at 4 °C with anti-DRD1 antibody (Sigma, D2944, 1:10) diluted in 0.1% BSA-c in PBS. After washing with 0.1% BSA-c in PBS, the brain sections were incubated with 12-nm Colloidal Gold AffiniPure donkey anti-rabbit IgG (Jackson Immuno Research, 711-205-152, 1:20) diluted in 0.1% BSA-c in PBS for 2 h at room temperature and washed sequentially with 0.1% BSA-c in PBS, PBS, and water, then allowed to air dry. Samples were examined at 80 kV on an F20 transmission electron microscope (Thermo Fisher Scientific) equipped with an AMT camera system.

### Microbeads-based ependymal flow assay

The LV walls were dissected and pinned in a dish with L-15 Leibovitz media (Thermo Fisher Scientific) at room temperature. Latex beads (1-µm diameter, 5 nL; Sigma-Aldrich, L2778) were released over the dorsal surface of the lateral wall by using a stereotactic injector. Bead movements were recorded using a Rolera-XR high-speed digital camera and an Olympus U-CMAD3 fluorescence microscope using Q-Capture Pro7 imaging software (QImaging, Surrey, BC, Canada), with an acquisition rate of 20 frames/second. Three to five rounds of bead release and imaging were performed for each whole-mount to obtain optimal flow. Negative controls confirmed absent bead flow over the ventricular surface after a 5-min incubation in 70% ethanol.

To trace fluorescent beads in an unbiased manner, we developed a software toolkit in MATLAB (Mathworks, Natwick, MA). In our approach, beads are detected via multiple-scale Laplacian of Gaussian (LoG) filters^104^ as follows:

$$h\left( {i,j} \right) = \frac{{\left( {i^2 + j^2 - 2\sigma ^2} \right)g\left( {i,j} \right)}}{{\sigma ^4{\mathrm{\Sigma }}_m{\mathrm{\Sigma }}_ng\left( {m,n} \right)}},$$

where *g*(*i*,*j*) is a Gaussian (*e*−(*i*^2^+*j*^2^)/2*σ*^2^), *i*,*j* ∈ [−⌈2*σ*⌉, ⌈2*σ*⌉], and *σ* is related to the radius of the bead by *σ* = *r*/√2. In practice, we commonly use filter radii between 3 and 5 pixels. Local optima are extracted from filter-response maps, and a sensitivity threshold is applied to remove weak detections. Next, a nonminima suppression technique discards weak, overlapping detections^105^. Then remaining beads are further pruned in a two-step refinement process: (1) an additional threshold on local maxima from a Gaussian heatmap generated using the spatial location of each detection combines nearby beads into single detections; (2) agglomerative clustering using the complete-linkage criterion over Chebychev distance removes beads that are stationary for too many frames in the image sequence^106^. All thresholds are determined interactively by the user. After detection and refinement, the remaining candidate beads are tracked through time using a Kalman filter with a constant-velocity model^107^. We assume the initial variance of the detections is small (i.e., the LoG filtering/refinement process yields strong detections) and instead increase the motion error of the filter (i.e., the prediction of the Kalman filter is more likely to have an error than is the detection filter due to irregular bead movement and time between image captures). There are additional thresholds on the expected time that a bead is visible in the image (on average); this helps to further prune tracks that are biologically unlikely.

### Ex vivo ciliary beating frequency measurements

For ex vivo measurement of CBF, coronal brain sections (300-µm) were collected in L-15 Leibovitz media (Thermo Fisher Scientific) and placed in 37°C, 95%/5% O_2_/CO_2_ chamber for 15 minutes for incubation. Image sequences of CBF were acquired by linescan analysis using an LD C-Apochromat ×40 objective water-immersion lens (1.1 NA) in LSM780 confocal microscope (Zeiss AxioObserver). Slices were scanned through a line perpendicular to the axis of the cilia in the Xt mode along this line with an acquisition rate of 529 frames/second (512 × 1 frame size, 1.89-ms scan time, 5000 cycles). Imaging was performed within 1 h after the end of the incubation period. Transmitted DIC and fluorescence emitted by GFP or Alexa Fluor 488 were collected with a 488- to 568-nm bandpass filter. Fluorescence excitation and transmitted illumination were provided by a 488-nm argon gas laser. The Drd1 agonist (SKF81297, 10 µM; Tocris, Minneapolis, MN) and antagonist (SCH23390, 10 µM; Tocris) were bath-applied once per slice. Five minutes after the agonist or antagonist was applied, the CBF was measured.

### In vivo ciliary beating frequency measurements

For in vivo measurement of CBF, *Dgcr8*^*+/−*^*;Arl13b*^*eGFP*^ and *Dgcr8*^*+/+*^*;Arl13b*^*eGFP*^ mice of both sexes (aged 6–8 months) were anesthetized with intraperitoneal (IP) injection of ketamine/xylazine (100 mg/kg and 10 mg/kg, respectively) prior to surgery. Toe pinch reflexes were monitored during the procedure, and anesthesia was boosted with IP injection of ketamine (50 mg/kg) when needed. Mice were clamped in position by a headpost; the skin overlaying the left and right frontal and parietal skull bones was removed, and the surface of the skull was cleaned and dried. Two holes (7-mm each) were made in the right frontal skull bone for the placement of stainless steel screws. An aluminum headpost was firmly fastened onto the screws using cyanoacrylate and dental cement. The mouse’s head was positioned at a 45^o^ angle with the left side up. The left temporalis muscle overlying the squamosal bone was then removed and a craniotomy was performed on the left skull using a 0.5-mm drill burr, beginning at the bregma and ~1 mm to the left of the sagittal suture, continuing 5 mm posteriorly down the left parietal bone. The window continued laterally along the left parietal bone and ~2.5 mm down the side of the left squamosal bone. The dura was then removed from the exposed brain surface, and all exposed cortex was aspirated by suction. Blood was constantly removed by aspiration and flushing with saline-15 Leibovitz media until bleeding ceased. With sufficient cortex removed, part of the dorsal and descending hippocampus was exposed, and the LV was visible as an apparent gap between the removed cortex and the hippocampal surface. The mouse was then transferred to the two-photon microscope stage, where it was held firmly via headpost clamp. The skull window was filled with 0.9% saline and positioned under a 25 × water-immersion infrared objective (Olympus, 1.05 NA). GFP^+^ cilia lining the left LV were imaged with 940-nm laser excitation. With a resonant image-scanning resolution of 512 × 512 pixels, regions of interest were chosen to provide a sampling rate of 90–120 Hz. Following the imaging session, mice were immediately euthanized without regaining consciousness. Captured images were stabilized for movement (breathing) artifacts using the Moco ImageJ plugin, and CBF rates were measured manually.

### Quantitative RT-qPCR

Total RNA was isolated from the LV wall (200- to 300-μm-thick slice) using the mirVana microRNA Isolation Kit (Life Technologies, Carlsbad, CA). The iScript kit (Bio-Rad, Hercules, CA) was used to synthesize cDNA from mRNA, and the miRNA First-Strand cDNA Synthesis Kit (Agilent, Santa Clara, CA) was used to synthesize cDNA from mRNA. The qPCR was performed using SYBR Green (Life Technologies). The following forward primers were used for miRNA analysis: mmu-miR-153-5p (5ʹ-TTTGTGACGTTGCAGCT-3ʹ), mmu-miR-382-3p (5ʹ-TCATTCACGGACAACACTTTTT-3ʹ), and mmu-miR-674-3p (5ʹ-CACAGCTCCCATCTCAGAACAA-3ʹ). The universal reverse primer specific to the sequence tag (miRNA First-Strand cDNA Synthesis Kit) was used. The following primers were used for mRNA analysis: *Drd1* forward (5′-ATGGCTCCTAACACTTCTACCA-3′), *Drd1* reverse (5′- GGGTATTCCCTAAGAGAGTGGAC-3′), *Dgcr8* forward (5′-CCACGACCATCCTCAGACATTG-3′), *Dgcr8* reverse (5′-ATGAAAATCTCCCCTCCCCACAGCC-3′). The following loading controls were used: U6 snRNA forward (CGCTTCGGCAGCACATATAC) and U6 snRNA reverse (TTCACGAATTTGCGTGTCAT). Expression levels of *Drd1*, *miR-153-5p*, *miR-382-3p*, and *miR-674-3p* were normalized to the housekeeping gene *U6* for each sample. Samples from each mouse were run in triplicate.

### Generation of miRNA overexpression plasmids

To overexpress the miRNAs of interest, we generated recombinant plasmids by cloning *hsa-miR-30a* chimeric hairpin including sequences of the miRNAs of interest into the 3ʹUTR of *GFP* under the control of the *CAG* promoter by using a previously described strategy^48,108^. The following primers were used: *miR-153-5p-1* (5′-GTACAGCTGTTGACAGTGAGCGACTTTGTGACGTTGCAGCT TGTGAA-3′),

*miR-153-5p-2* (5′-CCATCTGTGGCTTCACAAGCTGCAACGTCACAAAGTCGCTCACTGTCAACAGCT-3′), *miR-153-5p-3* (5′-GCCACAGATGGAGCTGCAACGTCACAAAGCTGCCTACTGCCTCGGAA-3′),

*miR-153-5p-4* (5′-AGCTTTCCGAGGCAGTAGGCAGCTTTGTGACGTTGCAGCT-3′), *miR-382-3p-1* (5′-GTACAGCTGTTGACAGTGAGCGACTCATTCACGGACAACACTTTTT TGTGAA-3′), *miR-382-3p-2* (5′-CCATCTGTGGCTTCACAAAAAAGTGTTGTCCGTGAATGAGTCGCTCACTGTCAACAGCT-3′), *miR-382-3p-3* (5′-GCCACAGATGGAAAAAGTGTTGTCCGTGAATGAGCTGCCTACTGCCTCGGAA-3′), *miR-382-3p-4* (5′-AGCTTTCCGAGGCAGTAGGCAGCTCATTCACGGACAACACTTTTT-3′), *miR-674-3p-1* (5′-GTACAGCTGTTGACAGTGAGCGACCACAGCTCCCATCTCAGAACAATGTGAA-3′), *miR-674-3p-2* (5′-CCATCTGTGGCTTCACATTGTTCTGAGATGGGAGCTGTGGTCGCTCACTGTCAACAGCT-3′),

*miR-674-3p-3* (5′-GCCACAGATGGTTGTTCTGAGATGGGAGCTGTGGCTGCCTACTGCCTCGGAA-3′), and *miR-674-3p-4* (5′-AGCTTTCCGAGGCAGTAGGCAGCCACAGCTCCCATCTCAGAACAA-3′). Recombinant AAVs were generated at the St. Jude Vector Development and Production Core as described previously^48^.

### Generation of miRNA sponge constructs

The *miR-382-3p* and *miR-674-3p* sponges were generated as described previously^48^. Six copies of the following sequences were inserted for the *miR-382-3p* sponge (TTGTTCTGAGATGGGAGCTGTG), the *miR-674-3p* sponge (TCATTCACGGACAACACTTTT), or the scrambled control (GACACTGTGAGCGAAGACATA) into the 3ʹUTR of *GFP* under the control of the *CAG* promoter. Recombinant AAVs were generated at the St. Jude Vector Development and Production Core as described previously^48^.

### Generation of Drd1^Δ7bp^ and Drd1^Δ13bp^ mice

Drd1^Δ7bp^ and Drd1^Δ13bp^ mice were generated using the CRISPR/Cas9 approach. Briefly, C57BL/6 J fertilized zygotes (Jackson Laboratories, Bar Harbor, ME) were cytoplasmically coinjected with 50 ng/µL sgRNA (Synthego), 100 ng/µL SpCas9 in vitro transcribed mRNA (Center for Advanced Genome Engineering at St. Jude), and 50 ng/µL ssODN donor (IDT). Founder mice were genotyped by targeted next-generation sequencing. The following editing construct sequences and relevant primers were used: mDrd1^Δ7bp^.sgRNA (AAUGAGCUGUGCCUCAUCG), mDrd1^Δ7bp^.donor (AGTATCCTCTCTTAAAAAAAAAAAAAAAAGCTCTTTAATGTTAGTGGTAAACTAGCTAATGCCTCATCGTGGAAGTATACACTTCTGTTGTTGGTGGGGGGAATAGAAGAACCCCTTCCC), mDrd1^Δ7bp^.NGS.F including partial Illumina adapters (upper case) (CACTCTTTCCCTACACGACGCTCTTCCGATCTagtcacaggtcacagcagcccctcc), mDrd1^Δ7bp^.NGS.R including partial Illumina adapters (upper case) (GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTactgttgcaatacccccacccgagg), mDrd1^Δ13bp^.sgRNA (CAGGAUUAAGAUGUGCAUCG), mDrd1^Δ13bp^.donor (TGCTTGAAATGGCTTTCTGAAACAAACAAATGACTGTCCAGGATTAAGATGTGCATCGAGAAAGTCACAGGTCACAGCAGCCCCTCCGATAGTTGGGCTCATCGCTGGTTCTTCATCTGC), mDrd1^Δ13bp^.NGS.F including partial Illumina adapters (upper case) (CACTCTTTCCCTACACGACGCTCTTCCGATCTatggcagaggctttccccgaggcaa), mDrd1^Δ13bp^.NGS.R including partial Illumina adapters (upper case) (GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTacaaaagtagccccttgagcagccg). Drd1^Δ7bp^ and Drd1^Δ13bp^ lines with corresponding deletions were established. The sequences are as below: for Drd1^Δ7bp^, Drd1 (5ʹ-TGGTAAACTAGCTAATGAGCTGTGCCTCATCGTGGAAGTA-3′) and Drd1^Δ7bp^ (5ʹ-TGGTAAACTAGCTAAT-------GCCTCATCGTGGAAGTA-3′), and for Drd1^Δ13bp^, Drd1 (5ʹ-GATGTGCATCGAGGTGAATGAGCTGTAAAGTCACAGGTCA-3′) and Drd1^Δ13bp^ (5ʹ-GATGTGCATCGAG-------------AAAGTCACAGGTCA-3′).

### Luciferase assay

To test the effect of each miRNA on *Drd1* expression, the 3ʹUTR of the *Drd1* gene was cloned into the 3ʹ end of the *Renilla* luciferase gene contained within the psiCHECK-2 vector (Promega, Madison, WI). The plasmids were transfected into HEK 293 cells (ATCC, CCL-3216) with control *hsa-miR-30a*, *miR-153-5p*, *miR-382-3p*, or the *miR-647-3p OE* plasmid. After 2 days in culture, *Renilla* and Firefly activities were measured using the dual-luciferase reporter assay (Promega) according to the manufacturer’s instructions. The *Renilla* luciferase activity was normalized to Firefly luciferase activity.

### Viral infections and surgery

For in vivo viral injections, young adult mice were anesthetized with isoflurane in pure oxygen (2–3% for induction and 1.0–1.5% for maintenance). Mouse heads were then fixed in a stereotaxic device. Viruses were injected with a metal cannula (33 gauge; Plastics One, Roanoke, VA). An incision was made in the scalp, and a small hole was drilled for the craniotomy. The following stereotaxic coordinates were used for in vivo intracerebroventricle injections: anterior–posterior, –0.22 mm; lateral, +1.0 mm; ventral, –2.0 mm. After injections, incisions were sutured, and mice were allowed to recover before being returned to their holding cages. Experiments were performed ~3 weeks after AAV1 injections.

### Western blotting

Tissue from the LV wall (200- to 300-μm slice) was acutely dissected from the mouse brain and lysed in ice-cold RIPA buffer [50 mM Tris-HCl (pH 7.4), 1% NP-40, 0.25% sodium deoxycholate, 150 mM NaCl, and 1 mM EDTA] that included protease-inhibitor cocktail tablets (Roche, Indianapolis, IN). A total of 25 μg protein was loaded per lane. Sodium dodecyl sulfate/polyacrylamide gel electrophoresis, protein transfer to polyvinylidene difluoride membranes, and Western blotting were performed using standard methods. The following primary antibodies were used: rabbit anti-DRD1 (Abcam, Cambridge, MA; ab40653, 1:500), rabbit anti-DRD2 (Abcam, ab85367, 1:500) and mouse anti–β-actin (Sigma-Aldrich, St. Louis, MO; A5316, 1:10,000). The following secondary antibodies were used: anti-rabbit (LI-COR Biosciences, Lincoln, NE; 926-68021, 1:15,000) and anti-mouse (LI-COR Biosciences, 926-32212, 1:15,000) and antibodies conjugated to IR dye 680 or 800, respectively. Blots were imaged and quantified using the Odyssey CLx infrared imaging system (LI-COR Biosciences).

### Histologic analysis and immunohistochemistry

Mice were deeply anesthetized and intracardially perfused with 4% paraformaldehyde in 0.1 mol/L phosphate buffer (pH 7.4), and brains were fixed overnight. Each brain was sliced (50 µm) coronally with a vibratome (Leica), and the sections including the LV wall were immunolabeled as previously described^109^. The following primary antibodies were used: DRD1 (Sigma-Aldrich, D2944, 1:200), DRD2 (Millipore, Burlington, MA; AB5084p, 1:200), acetylated tubulin (Sigma-Aldrich, T6793, 1:1000), γ-tubulin (Sigma-Aldrich, T5192, 1:1000), β-catenin (BD Transduction Lab, San Jose, CA; 610153, 1:500), GFP (Abcam, ab13970, 1:1000), cleaved caspase-3 (Cell Signaling, Danvers, MA; 9661S, 1:250), Ki67 (Abcam, ab15580, 1:500), BrdU (Abcam, ab6326, 1:200), doublecortin (Abcam, ab18723, 1:1000). Appropriate Alexa dye–conjugated secondary antibodies (Thermo Fisher Scientific, Waltham, MA; 1:1000) were used to detect primary antibody binding. DAPI (Invitrogen, Carlsbad, CA) was used as the nuclear counterstain. For cell proliferation in the SVZ or tracking neuronal migration from the SVZ to the olfactory bulb, BrdU (100 mg/kg) was injected three times at 2-h intervals. Brains were collected either the next day for SVZ analysis or 21 days later for neuronal migration analysis. Measurements of basal body displacement were performed in a blind manner, without prior knowledge of the mouse genotype.

### Super-resolution microscopy

Motile cilia in fixed cortical sections were imaged by structured illumination microscopy (SIM) with a Zeiss ELYRA PS.1 super-resolution microscope (Carl Zeiss MicroImaging, Thornwood, NY) using a ×63 oil objective lens with 1.4 NA at room temperature. Three orientation angles of the excitation grid were acquired for each Z plane, with Z spacing of 110 nm between planes. SIM processing was performed with the SIM analysis module of the Zen 2012 BLACK software (Carl Zeiss MicroImaging) and exported as tiff images.

### Cerebrospinal fluid collection and analysis

For CSF collection, a glass micropipette was inserted into the cisterna magna of anesthetized mice. Collected samples were frozen at −80 °C until analysis. Osmolality was measured by freezing point depression (Advanced Instruments, Norwood, MA) in the Pathology Laboratory at St. Jude.

### miRNA microarray analysis

Total RNA was isolated from the LV wall of 8-month-old WT and *Dgcr8*^*+/−*^ male mice by using the mirVana RNA isolation kit (Life Technologies). Total RNAs (100 ng) were labeled using the miRNA Complete Labeling and Hyb Kit (Agilent), followed by hybridizing to the Mouse miRNA v21 Microarray (Agilent-070155) that contains 4415 unique probes targeting 1,881 mature miRNAs, according to the mouse miRBase version 21.0 (http://www.mirbase.org; June 2014). Microarrays were scanned using an Agilent array scanner (G2565CA) at 3-μm resolution. Microarray data were extracted by Agilent Feature Extraction software (v.10.5.1.1) with the miRNA_107_Sep09 protocol. The data process was performed using Partek software (St. Louis, MO). The miRNA microarray data analysis was performed as described previously^48^. In brief, the signal intensities for each miRNA were summarized after quantile normalization among arrays; the Student’s *t*-test was then performed to determine statistical significance between sets of biological replicates from different experimental groups; and the significant differentially expressed miRNAs were selected through the p-value and fold-change cutoff for the group comparison. The mRNAs targeted by differentially expressed miRNAs were predicted using bioinformatics tools miRWalk and TargetScan. The microarray data have been deposited in the NCBI GEO database under accession number GSE123560.

### Quantification of basal body patch displacement

Quantification of the displacement of the BB patch was performed using previously published methods^60,64^.

### Statistical analyses

All statistics were computed using the Sigma Plot software (Systat Software, Inc., Point Richmond, CA). Differences in mean data were determined by the Student’s *t*-test, Mann-Whitney rank-sum test, Kruskal-Wallis one-way analysis, Watson’s U2 two-sample test, Shapiro-Wilk normality test, or a one-way ANOVA followed by Student–Newman–Keuls post hoc test and were considered significant if the *p*-value of the test result was <0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Reporting Summary

## Data Availability

The microarray data are available in the NCBI GEO here, database under accession number GSE123560. *Drd1*^*Δ7bp+/−*^ and *Drd1*^*Δ13bp+/−*^ mice are available upon request. The source data underlying Figs. 1c, e, 2b, e–h, k, 3m–p, 4d–i, 5b, c, f–i, 6b–d, f–h, 7b, c, e, f, Supplemental Figs. S1a–j, S2b–h, S3b–d, f, S4b–g, i, j, l, S6a, b, S7a, b, S9a–e, g, h, S10a–c, and Supplementary Tables S1–1′, S4–6′ are provided as a Source Data file.

## Source data

Source Data

# Supplementary material for: Schizophrenia-related microdeletion causes defective ciliary motility and brain ventricle enlargement via microRNA-dependent mechanisms in mice
**Source:** Nat Commun. 2020 Feb 14;11:912. doi: 10.1038/s41467-020-14628-y
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Information Titles

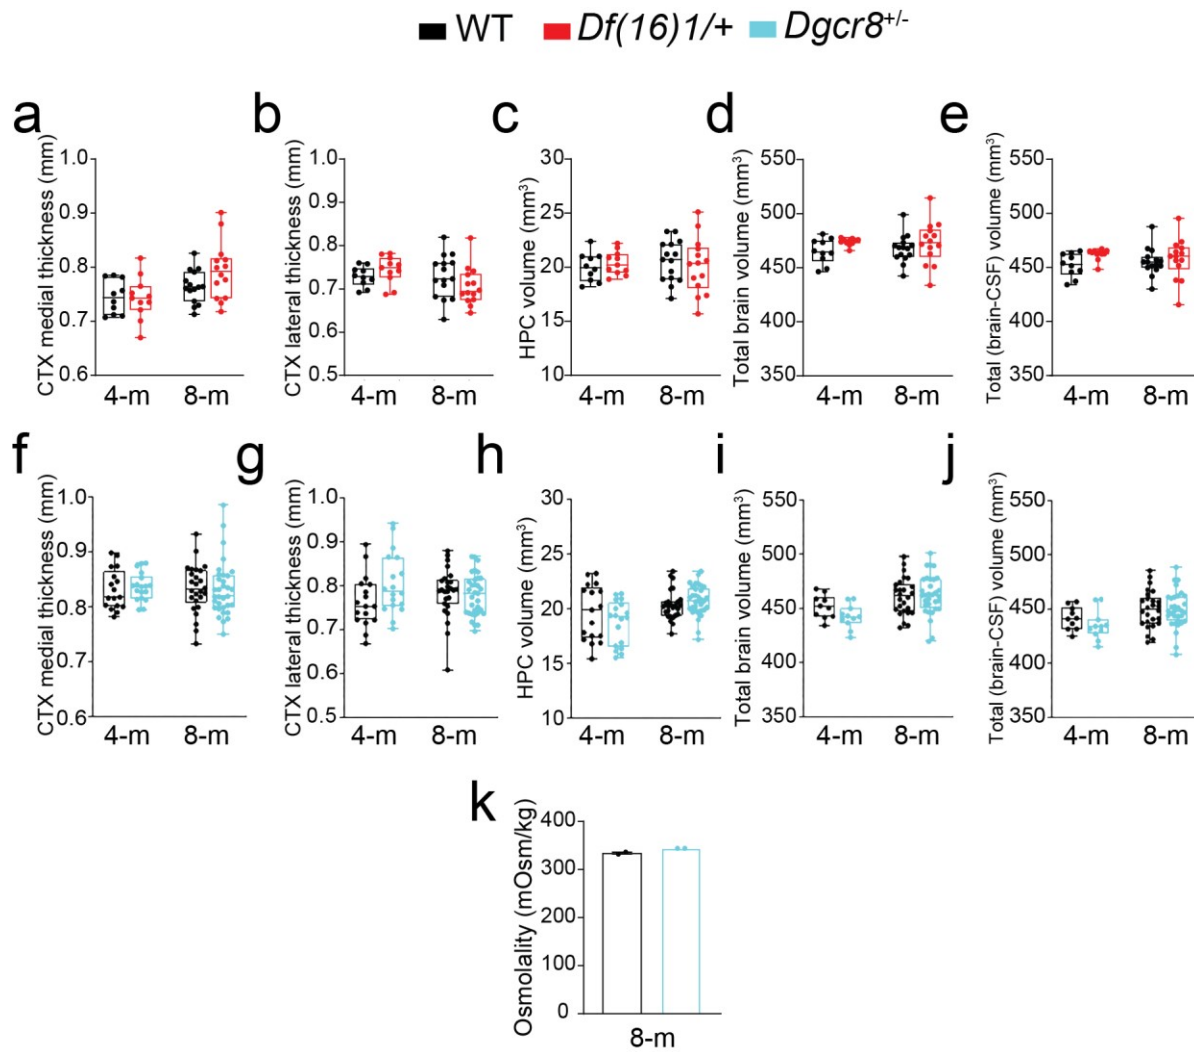

**Figure S1. Neuroanatomical Features in the Brains of *Df(16)1/+* and *Dgcr8<sup>+/-</sup>* Mice.** (a-j) Cortical (CTX) thickness (a b, f, g), hippocampal (HPC) volume (c, h), total brain volume with CSF (d, i) and without CSF (e, j) in 4- and 8-month-old *Df(16)1/+* (a-e) and *Dgcr8<sup>+/-</sup>* (f-j) mice and their respective littermates. (a-e) Four-month-old: WT (10 mice) and *Df(16)1/+* (11 mice); two-tailed Student's *t*-test;  $t_{19}=0.13$ ,  $p=0.89$  (a);  $t_{19}=1.25$ ,  $p=0.23$  (b);  $t_{19}=0.73$ ,  $p=0.48$  (c); Mann-Whitney rank-sum test;  $U=30$ ,  $p=0.08$  (d);  $U=21$ ,  $p=0.02$  (e); 8-month-old: WT (15 mice) and *Df(16)1/+* (14 mice);  $t_{27}=1.82$ ,  $p=0.08$  (a);  $t_{27}=1.32$ ,  $p=0.20$  (b);  $t_{27}=0.51$ ,  $p=0.61$  (c);  $t_{27}=0.87$ ,  $p=0.39$  (d);  $t_{27}=0.46$ ,  $p=0.65$  (e). (f-j) Four-month-old: WT (10-17 mice) and *Dgcr8<sup>+/-</sup>* (11-18 mice);  $t_{33}=0.48$ ,  $p=0.64$  (f);  $t_{33}=1.81$ ,  $p=0.08$  (g);  $U=113$ ,  $p=0.20$  (h);  $t_{19}=1.92$ ,  $p=0.07$  (i);  $t_{19}=1.22$ ,  $p=0.24$  (j); 8-month-old: WT (26 mice) and *Dgcr8<sup>+/-</sup>* (32-33 mice);  $t_{57}=0.07$ ,  $p=0.95$  (f);  $t_{57}=0.43$ ,  $p=0.67$  (g);  $t_{57}=1.17$ ,  $p=0.25$  (h);  $t_{56}=0.27$ ,  $p=0.79$  (i);  $t_{56}=0.07$ ,  $p=0.95$  (j). (k) CSF osmolality in 8-month-old *Dgcr8<sup>+/-</sup>* (n=14) and WT (n=14) mice. Mann-Whitney rank-sum test;  $U=0$ ,  $p=0.33$ . Data in this figure and others are shown as either box plots with the median value (a-j) or as the mean ± S.E.M. (k). Source data are provided as a Source Data file.

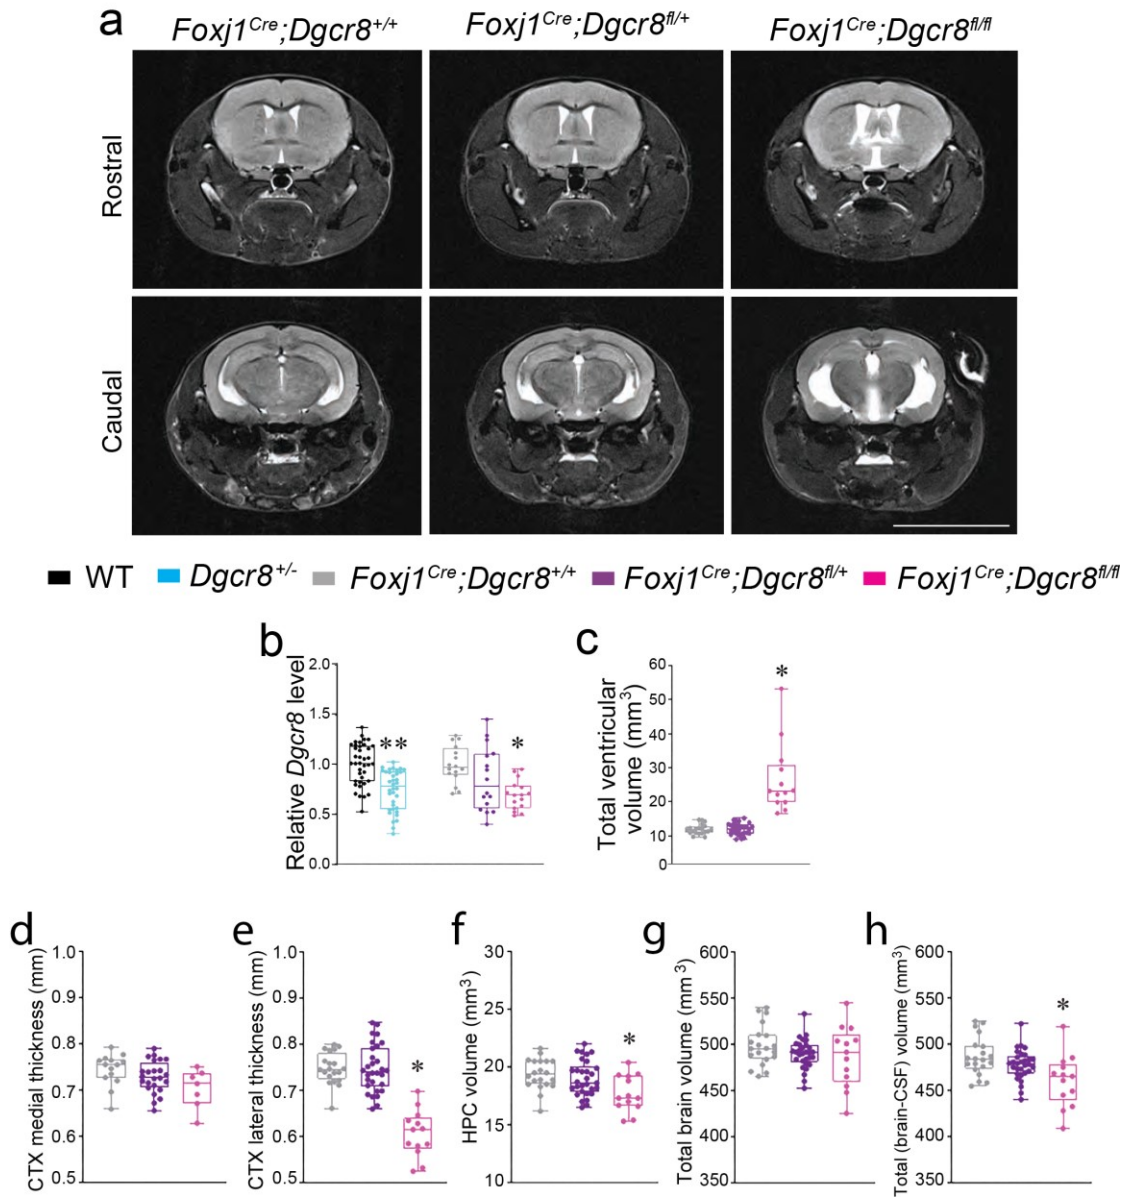

**Figure S2. The Effect of Conditional Deletion of *Dgcr8* in Ependymal Cells on Ventricular Enlargement.** (a) Representative MRIs of the rostral and caudal brains from the *Dgcr8*-conditional knockout mice. (b) Normalized *Dgcr8* mRNA levels in the LV wall in the WT (13 mice) and *Dgcr8<sup>+/-</sup>* mice (12 mice) (two-tailed Student's *t*-test;  $t_{73}=5.6$ ,  $**p < 0.001$ ) and in the *Dgcr8*-conditional knockout mice (8 mice per group in each of duplicate experiments; Kruskal-Wallis one-way analysis on ranks:  $H_2 = 12.99$ ,  $*p < 0.01$ ). (c) Total ventricular volume in *Foxj1<sup>Cre</sup>;Dgcr8<sup>+/-</sup>* (20 mice), *Foxj1<sup>Cre</sup>;Dgcr8<sup>fl/+</sup>* (30 mice), and *Foxj1<sup>Cre</sup>;Dgcr8<sup>fl/fl</sup>* (13 mice) animals. Kruskal-Wallis one-way analysis on ranks:  $H_2 = 30.53$ ,  $*p < 0.001$ ). (d-h) Cortical (CTX) thickness (Shapiro-Wilk normality test, d: One-way ANOVA,  $F_2=2.8$ ,  $p=0.07$ , e:  $F_2=47.47$ ,  $*p < 0.001$ ). (f) Hippocampal (HPC) volume ( $F_2=5.32$ ,  $*p=0.007$ ). (g-h) Total brain volume with CSF (g:  $H_2=1.62$ ,  $p=0.45$ ) or without CSF (h:  $F_2=6.35$ ,  $*p=0.003$ ) in *Dgcr8*-conditional knockout mice. All mice were 8 months old. Scale bar, 8 mm. Source data are provided as a Source Data file.

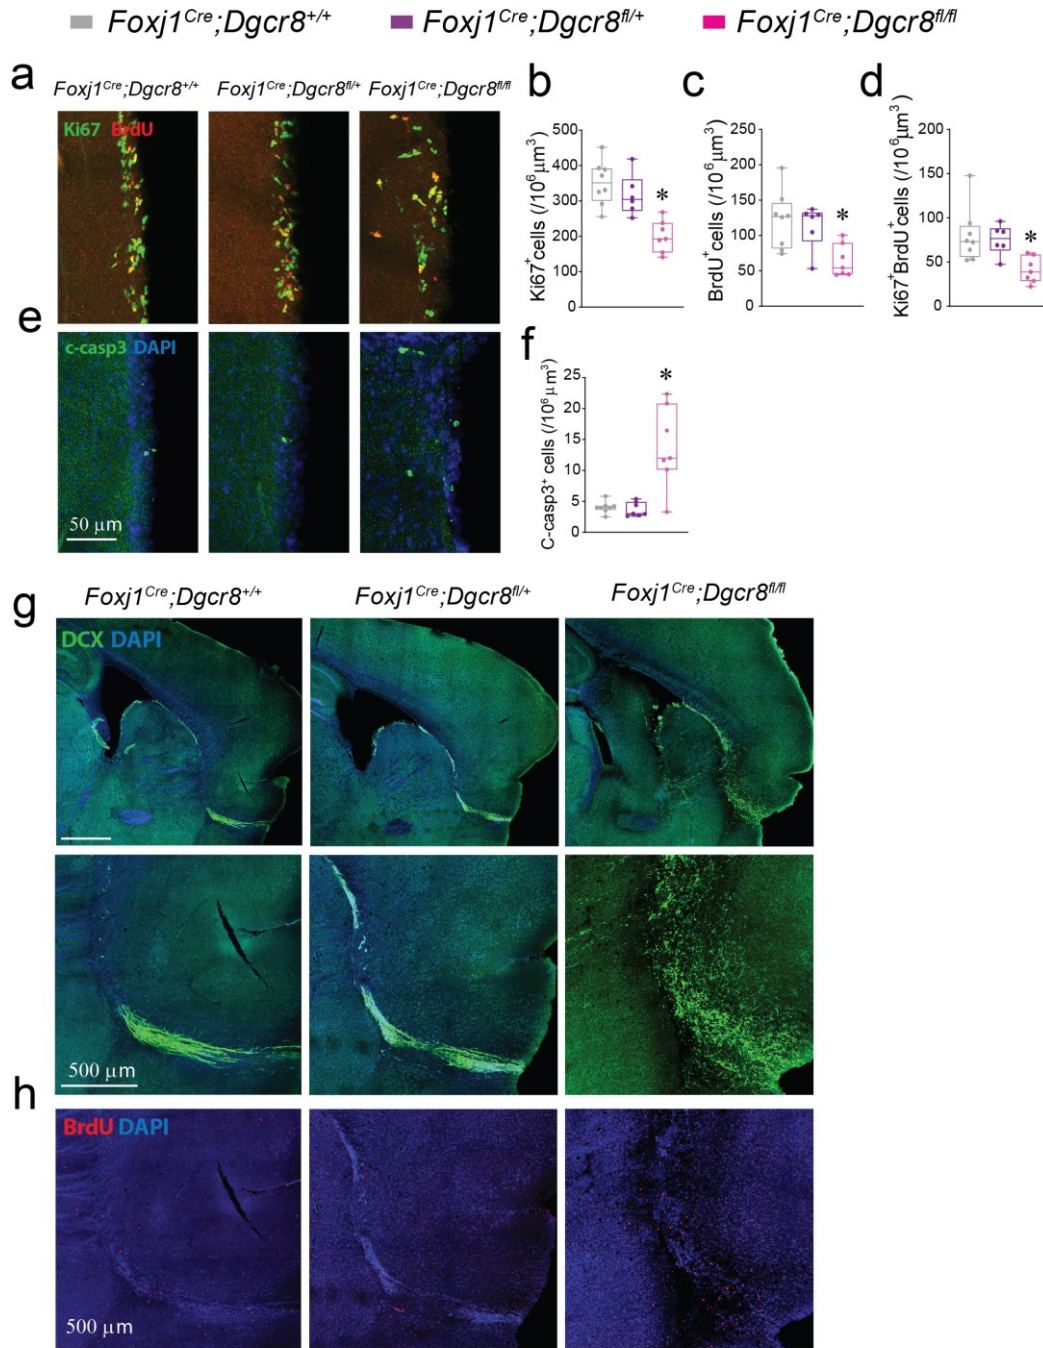

**Figure S3. Subventricular Zone Neurogenesis in *Dgcr8*-Conditional Knockout Mice.** (a-f) SVZ proliferation and apoptosis in *Dgcr8*-conditional knockout mice. (a, e) Confocal images of BrdU and Ki67 (proliferation markers) and cleaved caspase-3 (an apoptotic marker) staining in the SVZ. (b-d, f) Data from *Foxj1<sup>Cre</sup>;Dgcr8<sup>+/+</sup>* (8 brain sections, 3 mice), *Foxj1<sup>Cre</sup>;Dgcr8<sup>fl/+</sup>* (6-7 brain sections, 1 mice), and *Foxj1<sup>Cre</sup>;Dgcr8<sup>fl/fl</sup>* (7 brain sections, 2 mice); Shapiro-Wilk normality test:  $F_2 = 14.38$ ,  $*p < 0.001$  (b),  $F_2 = 6.30$ ,  $*p = 0.008$  (c); Kruskal-Wallis one-way analysis;  $H_2 = 10.31$ ,  $*p = 0.006$  (d); Kruskal-Wallis one-way analysis;  $H_2 = 9.11$ ,  $*p = 0.01$  (f). (g, h) Confocal images of doublecortin (DCX) (green) (g) and BrdU (red) (h) staining, showing SVZ neuronal migratory stream toward the olfactory bulb. Source data are provided as a Source Data file.

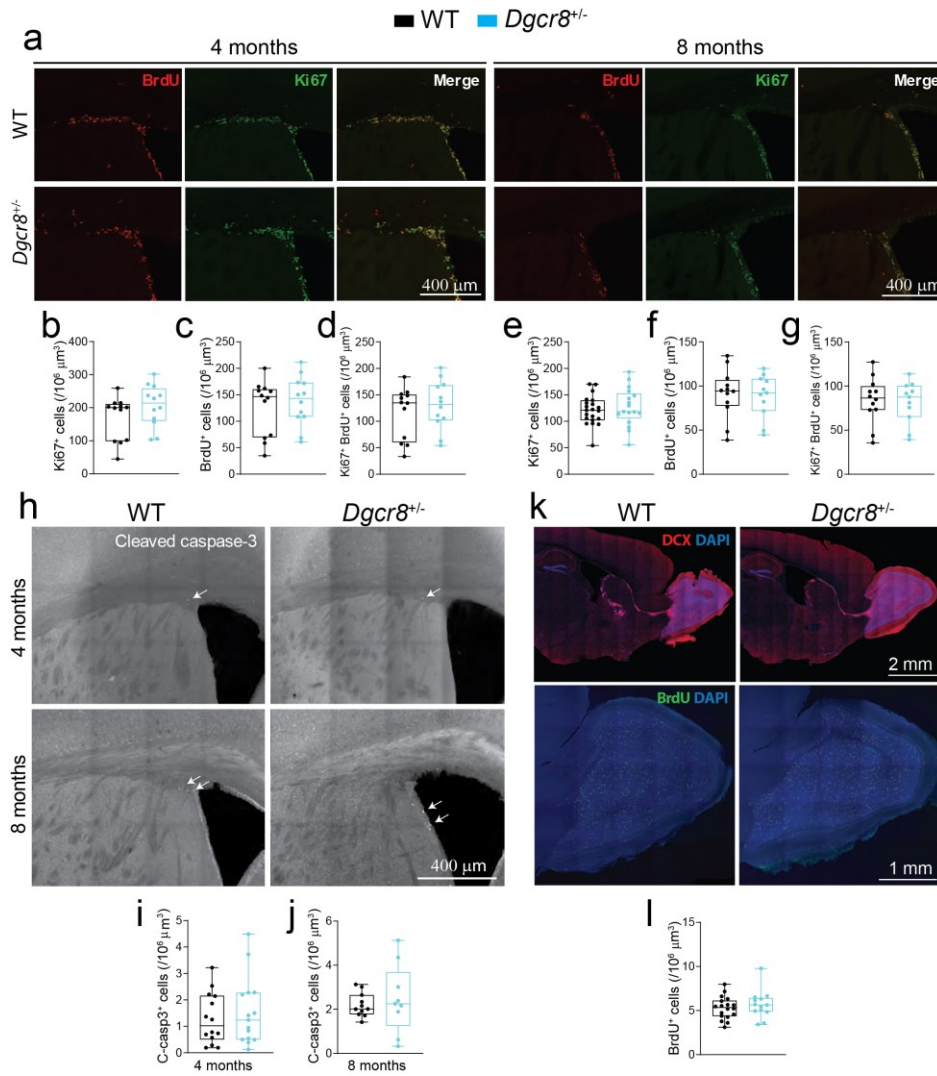

**Figure S4. Normal Development of Neural Progenitors in the Subventricular Zone of *Dgcr8<sup>+/-</sup>* Mice.** (a-g) Proliferation of neural progenitors in the SVZ. (a) Confocal images of BrdU and Ki67 staining in the SVZ of 4- and 8-month-old *Dgcr8<sup>+/-</sup>* and WT mice. (b-g) Average numbers of Ki67<sup>+</sup> (b, e), BrdU<sup>+</sup> (c, f), and Ki67<sup>+</sup>/BrdU<sup>+</sup> (d, g) cells in the SVZ of 4- and 8-month-old *Dgcr8<sup>+/-</sup>* and WT mice. (b-g) Data from 4-month-old WT (12 brain sections, 4 mice) and *Dgcr8<sup>+/-</sup>* (12 brain sections, 4 mice); two-tailed Student's *t*-test;  $t_{22}=1.39$ ,  $p=0.18$  (b);  $t_{22}=0.60$ ,  $p=0.56$  (c);  $t_{22}=0.75$ ,  $p=0.46$  (d). Data from 8-month-old WT (12-23 brain sections, 5 mice) and *Dgcr8<sup>+/-</sup>* (11-17 brain sections, 5 mice) animals;  $t_{38}=0.69$ ,  $p=0.50$  (e);  $t_{21}=0.23$ ,  $p=0.82$  (f);  $t_{21}=0.26$ ,  $p=0.80$  (g). (h-j) Apoptotic cell death in the SVZ. Confocal images of cleaved caspase-3 staining (h: arrows indicate cleaved caspase-3<sup>+</sup> cells) and average numbers of caspase-3<sup>+</sup> cells in the SVZ of 4- and 8-month-old *Dgcr8<sup>+/-</sup>* and WT mice (i, j). (i) Data from 4-month-old WT (14 brain sections, 4 mice) and *Dgcr8<sup>+/-</sup>* (15 brain sections, 4 mice) animals; Mann-Whitney rank-sum test;  $U=96$ ,  $p=0.71$ . (j) Data from 8-month-old WT (11 brain sections, 3 mice) and *Dgcr8<sup>+/-</sup>* (9 brain sections, 3 mice) animals;  $U=43$ ,  $p=0.65$ . (k) Confocal images of doublecortin (DCX) (red, top) and BrdU (green, bottom) staining. (l) Average numbers of BrdU<sup>+</sup> cells in the olfactory bulb of 8-month-old WT (18 brain sections, 3 mice) and *Dgcr8<sup>+/-</sup>* (13 brain sections, 3 mice) animals. Two-tailed Student's *t*-test;  $t_{29}=0.79$ ,  $p=0.44$ . Source data are provided as a Source Data file.

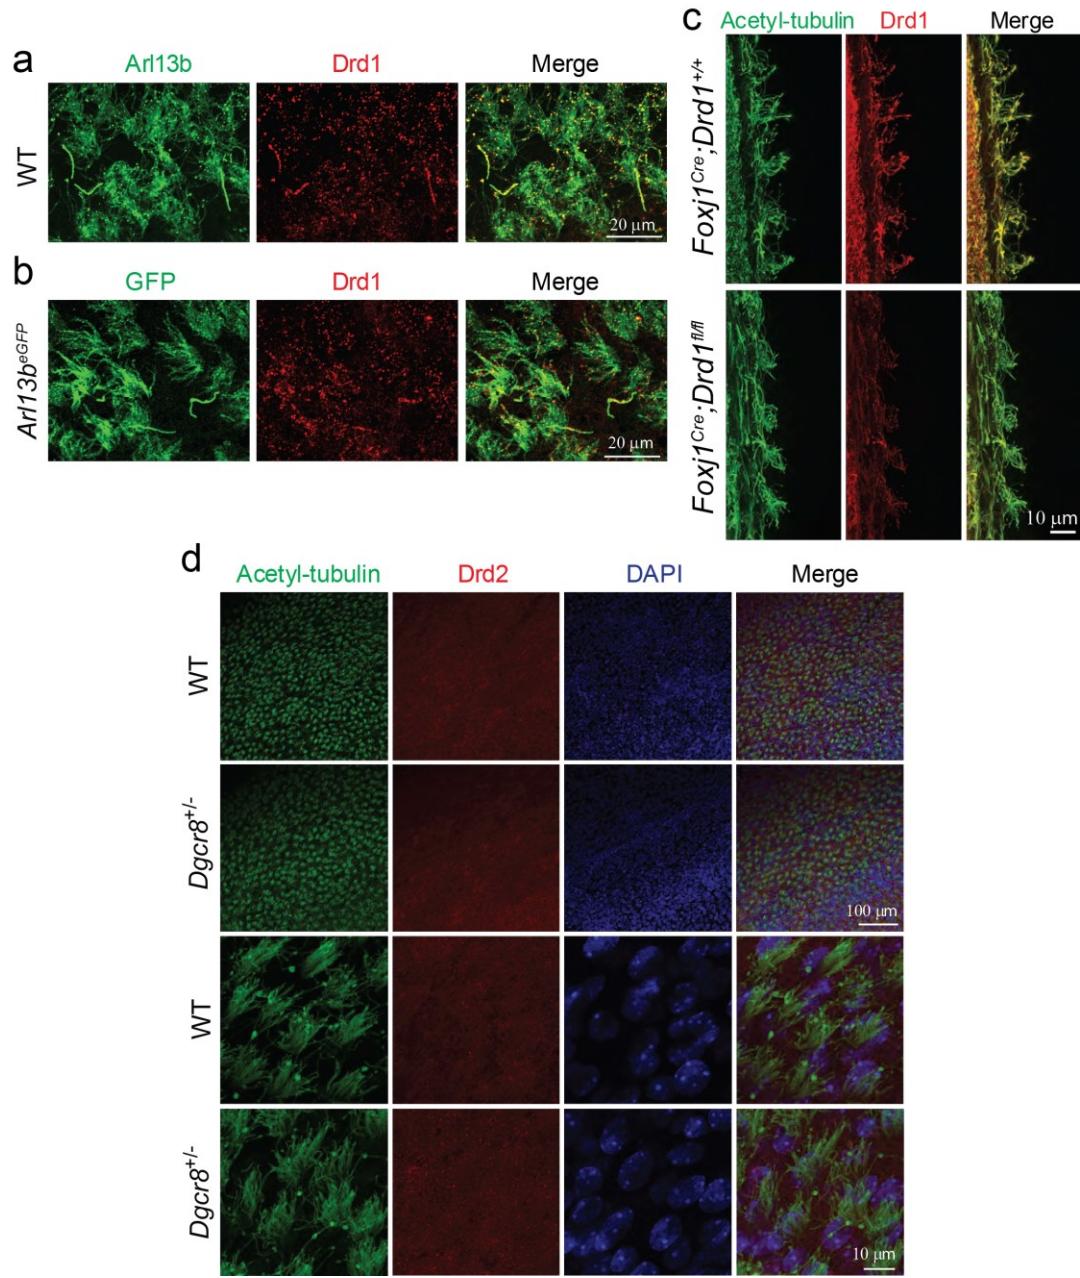

**Figure S5. Drd1 Expression in Motile Cilia and the Lack of Drd2 Expression in the LV Wall.** (a, b) Confocal images show Drd1 expression in the ependymal cilia of whole-mount LV walls from WT (a) and *Arl13b<sup>eGFP</sup>* (b) mice. Arl13b (a) and GFP (b) antibodies are used as markers of motile cilia. (c) Super-resolution microscopic images of coronal brain sections from the *Foxj1<sup>Cre</sup>;Drd1<sup>+/+</sup>* (same data as in Fig. 4b) and *Foxj1<sup>Cre</sup>;Drd1<sup>fl/fl</sup>* mice show expression of Drd1 in motile cilia. An antibody against acetyl-tubulin is used as a marker of motile cilia. (d) Confocal images show a lack of Drd2 expression in the ependymal cells of whole-mount LV walls from WT or *Dgcr8<sup>+/-</sup>* mice. Acetyl-tubulin antibody is used as a marker of motile cilia, and DAPI stains the nuclei.

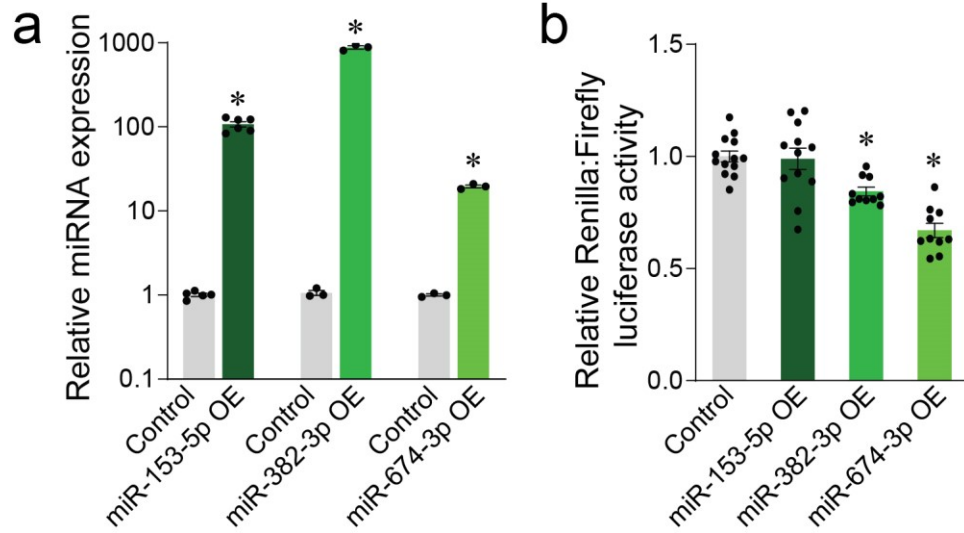

**Figure S6. Conformation of Recombinant miRNA Overexpression and Its Specificity against *Drd1* 3'UTR.** (a) The qRT-PCR analysis of the levels of recombinant miR-153-5p (n=5, control n=6), miR-382-3p (n=3, control n=3), or miR-674-3p (n=3, control n=3) compared to respective controls (Mann-Whitney rank-sum test; miR-153-5p:  $U=0$ ,  $*p < 0.01$ , miR-382-3p: two-tailed Student's  $t$ -test;  $t_4=22.58$ ,  $*p < 0.001$ , miR-674-3p: two-tailed Student's  $t$ -test;  $t_4=24.41$ ,  $*p < 0.001$ ) in the Neuro2A mouse cell line. (b) Luciferase assay (one-way ANOVA on Shapiro-Wilk normality test:  $F_3 = 20.54$ ,  $*p < 0.001$ ) in HEK293 cells co-transfected with *Drd1* 3'UTR-containing luciferase vector and miR-153-5p OE (n=12), miR-382-3p OE (n=10), miR-674-3p OE (n=10), or control vectors (n=13). Source data are provided as a Source Data file.

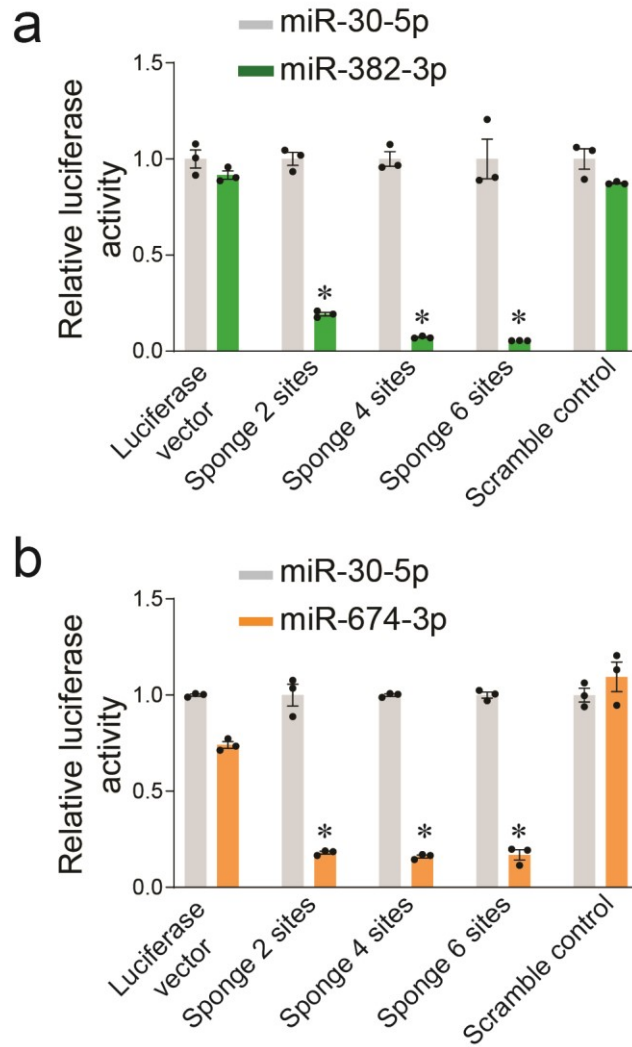

**Figure S7. Validation of the miRNA Sponges.** (a) Luciferase activity measured in Neuro 2a cells transfected with luciferase reporter vector alone, luciferase reporter vector encoding miR-382-3p sponges (two-tailed Student's *t*-test;  $t_4=1.62$ ,  $p=0.18$ ) containing two ( $t_4=23.00$ ,  $*p < 0.001$ ), four ( $t_4=24.35$ ,  $*p < 0.001$ ), or six ( $t_4=9.17$ ,  $*p < 0.001$ ) miRNA-binding sites or scrambled sites ( $t_4=2.36$ ,  $p=0.08$ ) in the presence of control pGIPZ vector or pGIPZ vector encoding miR-382-3p. Based on these experiments, the miR-382-3p sponge with six seed sites was chosen for in vivo experiments. (b) Luciferase activity in Neuro2a cells transfected with luciferase reporter vector alone, luciferase reporter vector encoding miR-674-3p sponges ( $t_4=14.13$ ,  $*p < 0.001$ ) containing two ( $t_4=14.25$ ,  $*p < 0.001$ ), four ( $t_4=80.70$ ,  $*p < 0.001$ ), or six miRNA-binding sites ( $t_4=26.67$ ,  $*p < 0.001$ ), or scrambled ( $t_4=1.11$ ,  $p=0.33$ ) sites in the presence of control pGIPZ vector or pGIPZ vector encoding miR-674-3p. Source data are provided as a Source Data file.

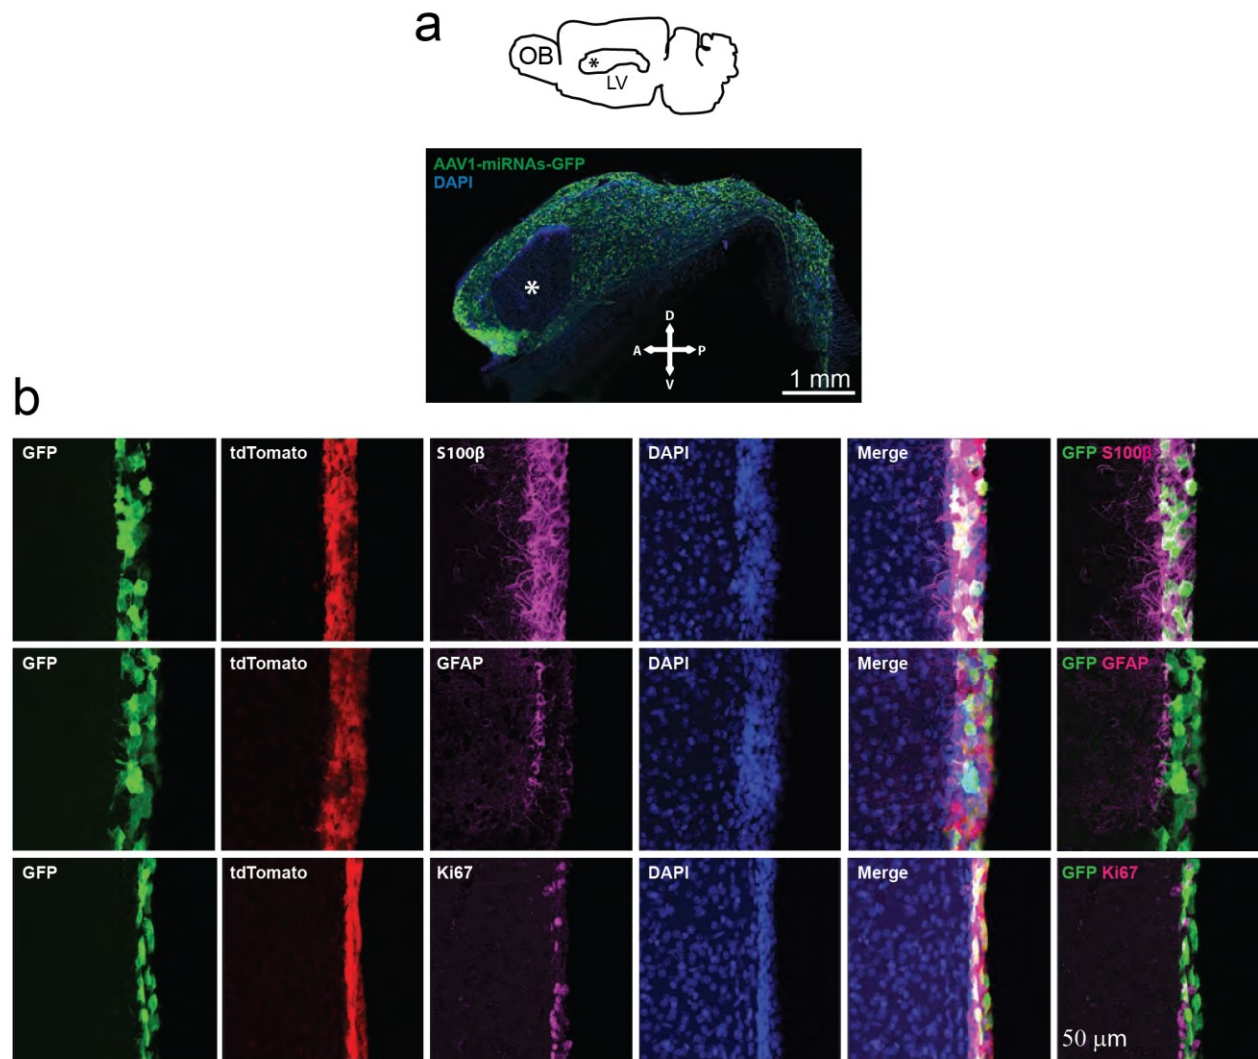

**Figure S8. In Vivo Expression of AAV1-miRNA-GFP in the Ependymal Cells.** (a) Position of the LV wall in the sagittal brain (top) and fluorescent image of GFP in the whole mount excised from the LV wall after injection of AAV1-miRNA-GFP in WT mice (bottom). The adhesion region is denoted by an asterisk. (b) Confocal micrographs of AAV1-miRNA-GFP-expressing cell types in the SVZ. GFP-expressing cells that were also tdTomato<sup>+</sup> were stained with antibodies against the ependymal cell marker S100 $\beta$  but not with antibodies against the proliferating progenitor markers GFAP or Ki67. Abbreviations: A, anterior; D, dorsal; LV, lateral ventricle; OB, olfactory bulb; P, posterior; V, ventral.

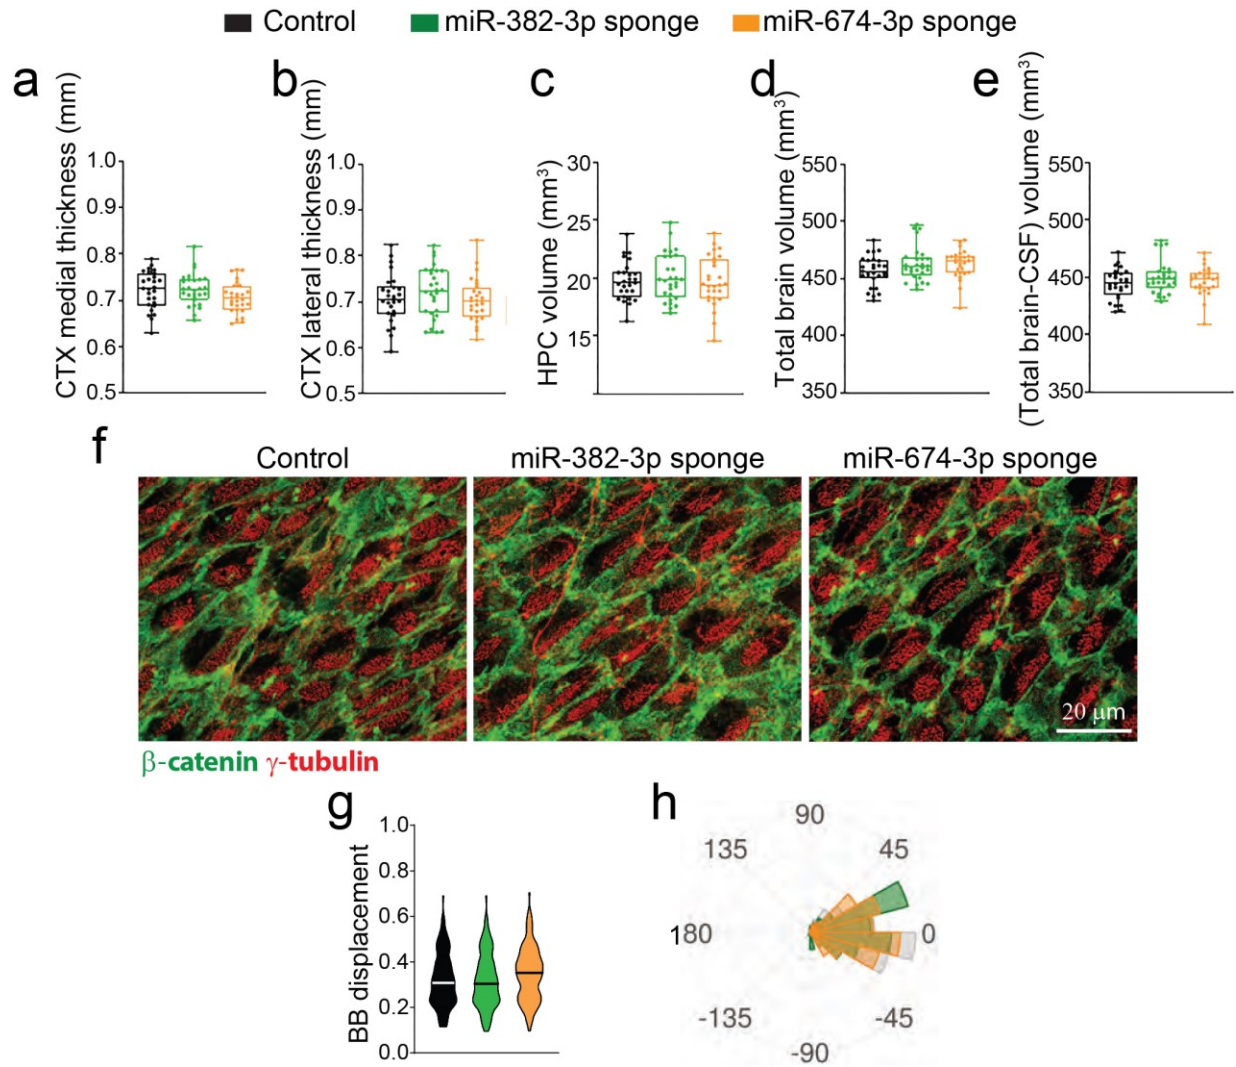

**Figure S9. miRNA Sponges Expressed in the Ependymal Cells Do Not Affect Other Neuroanatomical Features or Planar Polarity.** (a-e) Cortical (CTX) thickness (Shapiro-Wilk normality test, a: One-way ANOVA,  $F_2=2.20$ ,  $p=0.12$ , b:  $F_2=0.93$ ,  $p=0.40$ ), hippocampal (HPC) volume (c:  $F_2=0.24$ ,  $p=0.79$ ), total brain volume with CSF (d:  $F_2=2.00$ ,  $p=0.14$ ) or without CSF (e:  $F_2=1.46$ ,  $p=0.24$ ) in 8-month-old WT mice injected with AAV1-miR-382-3p sponge (28 mice), AAV1-miR-674-3p sponge (28 mice), or AAV1-scramble virus (Control: 27 mice) at 2–3 months of age. (f) Confocal images of basal body (BB) patch position (γ-tubulin, red) in ependymal cell junctions (β-catenin, green) in the LV wall of WT mice injected with control AAV1, AAV1-miR-382-3p sponge, or AAV1-miR-674-3p sponge virus. (g) Distance of BB displacement from the center of an ependymal cell (g: 129 cells from 3 control mice, 131 cells from 3 AAV1-miR-382-3p sponge-infected mice, or 131 cells from 3 AAV1-miR-674-3p sponge-infected mice; Shapiro-Wilk normality test, One-way ANOVA,  $H_2=4.73$ ,  $p=0.09$ ). (h) Distribution of BB patch plotted on a polar histogram. Average angles of the individual vectors in each imaged section were normalized to 0°, and the distributions of the angles were compared to control (130 cells, 3 mice), AAV1-miR-382-3p sponge- (131 cells, 3 mice), or AAV1-miR-674-3p sponge- (147 cells, 3 mice) infected mice. Watson's U2 two-sample test of homogeneity;  $t=0.13$ ,  $p>0.1$  for control vs AAV1-miR-382-3p sponge and  $t=0.05$ ,  $p>0.1$  for control vs AAV1-miR-674-3p sponge. Source data are provided as a Source Data file.

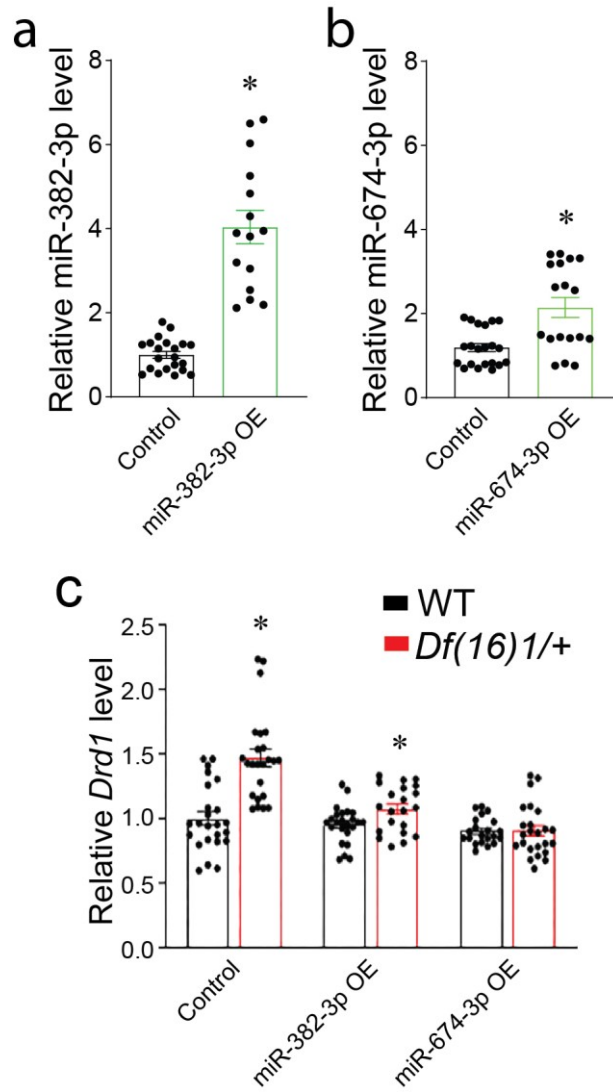

**Figure S10. Validation of the Overexpression of miRNAs in Vivo.** (a-b) The levels of miR-382-3p (a) or miR-674-3p (b) in the LV wall extracted from WT mice infected with AAV1 expressing scramble-GFP (control), miR-382-3p (miR-382-3p OE), or miR-674-3p (miR-674-3p OE) (Mann-Whitney rank-sum test; miR-382-3p:  $U=0$ ,  $*p < 0.001$ , miR-674-3p:  $U=69$ ,  $*p < 0.001$ ). (c) Normalized *Drd1* mRNA in the LV wall extracted from WT or *Df(16)1/+* mice injected with AAV1 expressing control, miR-382-3p OE, or miR-674-3p OE. (Control: 8 mice per group; Mann-Whitney rank-sum test;  $U=63.5$ ,  $*p < 0.001$ , miR-382-3p OE: 8 WT mice, 8 *Df(16)1/+* mice; Mann-Whitney rank-sum test;  $U=158$ ,  $*p < 0.05$ , miR-674-3p OE: 7 WT mice, 8 *Df(16)1/+* mice; Mann-Whitney rank-sum test;  $U=229$ ,  $p=0.61$ ). Source data are provided as a Source Data file.

**Table S1.** Comparison of ventricular volumes at two ages in the WT, *Df(16)1/+*, and *Dgcr8<sup>+/-</sup>* mice

<sup>a</sup> Volumes were measured (in mm<sup>3</sup>) using a 7 T Bruker ClinScan system.

<sup>b</sup> *P*-values were calculated by two-tailed Student's *t*-test. Significant *p*-values are indicated in bold.

<sup>c</sup> Volumes were normalized to the mean volumes of respective WT littermates.

Source data are provided as a Source Data file.

**Table S1'.** Comparison of the ratio of total (ventricles to brain) volumes (VBR) at two ages in the WT, *Df(16)1/+*, and *Dgcr8<sup>+/-</sup>* mice

<sup>a</sup> Volumes were measured (in mm<sup>3</sup>) using a 7 T Bruker ClinScan system.

<sup>b</sup> *P*-values were calculated by two-tailed Student's *t*-test. Significant *p*-values are indicated in bold.

<sup>c</sup> Volumes were normalized to the mean volumes of respective WT littermates.  
Source data are provided as a Source Data file.

**Table S2.** Comparison of ventricular volumes in 8-month-old *Dgcr8*-conditional knockout mice

<sup>a</sup> Volumes were measured (in mm<sup>3</sup>) using a 7 T Bruker ClinScan system.

<sup>b</sup> P-values were calculated by two-tailed Student's *t*-test. Significant p-values are indicated in bold.

NA, data could not be analyzed due to CSF leakage. Source data are provided as a Source Data file.

**Table S2'.** Comparison of ventricular volumes [and ratio of total (ventricles to brain) volumes (VBR)] in 8-month-old *Dgcr8*-conditional knockout mice

<sup>a</sup> Volumes were measured (in mm<sup>3</sup>) using a 7 T Bruker ClinScan system.

<sup>b</sup> P-values were calculated by two-tailed Student's *t*-test. Significant p-values are indicated in bold.

NA, data could not be analyzed due to CSF leakage.

Source data are provided as a Source Data file.

**Table S3.** Altered miRNA levels in the lateral ventricle wall of 8-month-old *Dgcr8*<sup>+/-</sup> mice compared to that of their respective WT littermates<sup>a</sup>

<sup>a</sup>Only miRNAs with  $p < 0.05$  and  $\log_2$  fold change (FC)  $> \pm 0.4$  are shown. 

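The values of the table were recomputed from the spot signals of the 16 arrays. The table lists 74 miRNAs, 52 lower and 22 higher in *Dgcr8*+/- mice by the paper's values, of which 72 were tested here. MiR-490-3p, detected on 3 WT arrays, and miR-764-3p, detected on 6 WT arrays, were detected on fewer than 8 arrays and were left out by the filter. All 72 tested miRNAs had the sign given in the table, and all 72 had an adjusted p below 0.05 from limma, both over the 495 miRNAs tested and adjusted over the list alone. The list was chosen by the study on these same arrays, so the latter is not independent evidence. All 72 were also past the thresholds of the table. Across the 72 miRNAs, which are not independent replicates, the log2 fold changes here and in the table had a correlation of 0.989, 0.634 among the falls and 0.849 among the rises. The change was larger here for 65 of the 72, by a median of 0.06 in size. Among the falls of the table with the largest change by the paper's values, miR-374c-5p had a log2 fold change of −0.86, miR-337-5p of −0.73, miR-130b-3p of −0.89, miR-299b-5p of −0.72 and miR-337-3p of −0.68. Among the rises, miR-6997-5p and miR-5126 come first in the paper's values, followed by miR-8110 with a log2 fold change here of 0.57, miR-7047-5p with 0.57 and miR-6769b-5p with 0.56. The methods' t-test on the same values gave 88 lower and 51 higher miRNAs at the thresholds of the table, and 141 lower and 135 higher after Benjamini-Hochberg adjustment. A further 69 miRNAs, 39 lower and 30 higher, were past the same thresholds with limma and are not listed in the table. Of these, 16 were not detected on all 16 arrays.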

Yellow shading indicates the miRNAs predicted to target the *Drd1* transcript. The microarray data have been deposited in the NCBI GEO database under accession number GSE123560.

**Table S4.** Comparison of ventricular volumes in 8-month-old WT, *Drd1<sup>Δ7bp+/-</sup>*, and *Drd1<sup>Δ13bp+/-</sup>* mice

<sup>a</sup> Volumes were measured using a 7 T Bruker ClinScan system.

<sup>b</sup> *P*-values were calculated by two-tailed Student's *t*-test. Significant *p*-values are indicated in bold.

<sup>c</sup> Data in parentheses are *P*-values calculated by two-way ANOVA in 2-, 4-, and 8-month-old mice. A significant difference between *Drd1<sup>Δ13bp+/-</sup>* and WT genotypes is indicated in bold.

**Abbreviations:** F, female; LVs, lateral ventricles; M, male; SD, standard deviation; WT, wild-type

Source data are provided as a Source Data file.

**Table S4'.** Comparison of ventricular volumes [and ratio of total (ventricles to brain) volumes (VBR)] in 8-month-old WT, *Drd1<sup>Δ7bp+/-</sup>*, and *Drd1<sup>Δ13bp+/-</sup>* mice

<sup>a</sup> *P*-values were calculated by two-tailed Student's *t*-test. Significant *p*-values are indicated in bold.

<sup>b</sup> Data in parentheses are *P*-values calculated by two-way ANOVA in 2- 4-, and 8-month-old mice. A significant difference between *Drd1<sup>Δ13bp+/-</sup>* and WT genotypes is indicated in bold.  
Source data are provided as a Source Data file.

**Table S5.** Comparison of ventricular volumes in 8-month-old WT mice treated with AAV sponges

<sup>a</sup> Volumes were measured (in mm<sup>3</sup>) using a 7 T Bruker ClinScan system.

<sup>b</sup> *P*-values were calculated by two-tailed Student's *t*-test. Significant *p*-values are indicated in bold. Source data are provided as a Source Data file.

**Table S5'.** Comparison of ventricular volumes [and ratio of total (ventricles to brain) volumes (VBR)] in 8-month-old WT mice treated with AAV sponges

<sup>a</sup> *P*-values were calculated by two-tailed Student's *t*-test. Significant *p*-values are indicated in bold. Source data are provided as a Source Data file.

**Table S6.** Comparison of ventricular volumes in 8-month-old mice treated with AAV1s that overexpressed microRNAs in ependymal cells

<sup>a</sup> Volumes were measured (in mm<sup>3</sup>) using a 7 T Bruker ClinScan system.

<sup>b</sup> *P*-values indicate a comparison of ventricular volume with that measured in WT mice injected with control AAV1, as calculated by two-tailed Student's *t*-test. Significant *p*-values are indicated in bold.

<sup>c</sup> *P*-values indicate a comparison of ventricular volume with that measured in WT (*Dgcr8*<sup>+/-</sup>) mice injected with control AAV1, as calculated by two-tailed Student's *t*-test. Significant *p*-values are indicated in bold.

Source data are provided as a Source Data file.

**Table S6'.** Comparison of ventricular volumes [and ratio of total (ventricles to brain) volumes (VBR)] in 8-month-old mice treated with AAV1s that overexpressed microRNAs in ependymal cells

<sup>a</sup> Volumes were measured (in mm<sup>3</sup>) using a 7 T Bruker ClinScan system.

<sup>b</sup> *P*-values indicate a comparison of VBR with that measured in WT mice injected with control AAV1, as calculated by two-tailed Student's *t*-test. Significant *p*-values are indicated in bold.

<sup>c</sup> *P*-values indicate a comparison of VBR with that measured in *Dgcr8*<sup>+/-</sup> mice injected with control AAV1, as calculated by two-tailed Student's *t*-test. Significant *p*-values are indicated in bold.

Source data are provided as a Source Data file.

**Movies S1-2.** Visualization of ependymal flow using microbeads in the LV whole-mounts from 8-month-old WT (**Movie S1**) and *Dgcr8*<sup>+/-</sup> mice (**Movie S2**). Individual beads are labeled with different colors. Colored traces represent speed and direction of individual bead movements.

**Movies S3-4.** Visualization of ciliary beating in acute brain slices from 8-month-old WT (**Movie S3**) and *Dgcr8*<sup>+/-</sup> mice (**Movie S4**) using DIC. More disorganized ciliary beating is observed in *Dgcr8*<sup>+/-</sup> mice compared to WT littermates.

**Movies S5-6.** Fluorescent sequences of cilia over time in the LV whole-mounts from 8-month-old *Dgcr8*<sup>+/+</sup>;*Arl13b*<sup>eGFP</sup> (WT, **Movie S5**) and *Dgcr8*<sup>+/-</sup>;*Arl13b*<sup>eGFP</sup> (**Movie S6**) mice. More disorganized ciliary beating is observed in *Dgcr8*<sup>+/-</sup> mice compared to WT littermates.

**Movie S7.** Representative visualization of ciliary beating in vivo in an anesthetized 8-month-old *Dgcr8*<sup>+/+</sup>;*Arl13b*<sup>eGFP</sup> mouse by using two-photon laser-scanning imaging.

# Supplementary material for: Schizophrenia-related microdeletion causes defective ciliary motility and brain ventricle enlargement via microRNA-dependent mechanisms in mice
**Source:** Nat Commun. 2020 Feb 14;11:912. doi: 10.1038/s41467-020-14628-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

**Supplementary Movie 1:** Visualization of ependymal flow using microbeads in the LV whole-mounts from 8-month-old WT mice

**Supplementary Movie 2:**  Visualization of ependymal flow using microbeads in the LV whole-mounts from 8-month-old Dgcr8+/– mice

**Supplementary Movie 3:** Visualization of ciliary beating in acute brain slices from 8-month-old WT mice using DIC

**Supplementary Movie 4:** Visualization of ciliary beating in acute brain slices from 8-month-old Dgcr8+/– mice using DIC

**Supplementary Movie 5:** Fluorescent sequences of cilia over time in the LV whole-mounts from 8- month-old Dgcr8+/+;Arl13beGFP (WT) mice

**Supplementary Movie 6:** Fluorescent sequences of cilia over time in the LV whole-mounts from 8- month-old Dgcr8+/– ;Arl13beGFP mice

**Supplementary Movie 7:** Representative visualization of ciliary beating in vivo in an anesthetized 8- month-old Dgcr8+/+;Arl13beGFP mouse by using two-photon laser-scanning imaging

# Supplementary material for: Schizophrenia-related microdeletion causes defective ciliary motility and brain ventricle enlargement via microRNA-dependent mechanisms in mice
**Source:** Nat Commun. 2020 Feb 14;11:912. doi: 10.1038/s41467-020-14628-y
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Bead tracking software (<https://github.com/dnbornl/beadtracking>). Laplacian of gaussian filtering (<https://doi.org/10.1023/B:VISI.0000029664.99615.94>), Kernel-based tracking algorithm (<https://doi.org/10.1109/TPAMI.2003.1195991>)

Data analysis

SigmaPlot (v12.5), ImageJ, MATLAB R2018a

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data supporting the findings of this study are available upon request.

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculation was performed. Sample size was determined based on our experience and the sample size used in similar studies. MRI data for each condition were sampled from 3-33 mice; ependymal flow data from 6 mice; ciliary beating frequency data from 3-6 mice; ciliary length, number, and planar polarity data from 3 mice; RT-qPCR data from 3-8 mice; Western blotting data from 8 mice; cAMP data from 3-4 mice; osmolality data from 14 mice; and SVZ neurogenesis (proliferation, apoptosis, and neuronal migration) data from 3-5 mice. |
| Data exclusions | Animals in which histological examination showed that viral targeting was in the incorrect location were excluded from analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | All in vitro experiments were repeated at least 2-4 times with similar results. Ex vivo and in vivo experiments were repeated by separate grouping analysis. For example, ciliary beating frequency was measured within each group first and then repeatedly with other groups.                                                                                                                                                                                                                                                                                   |
| Randomization   | Mice in groups were randomly assigned to different experimental conditions.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | All investigators were blinded to group allocation during data collection and analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

## Methods

| n/a                                 | Involved in the study                                      |
|-------------------------------------|------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Rabbit polyclonal anti-Dopamine receptor D1, 1:500, Abcam, Cat#ab40653; RRID: AB_732002</p> <p>Rabbit polyclonal anti-Dopamine receptor D1, 1:5000, Abcam, Cat#ab20066; RRID: AB_445306</p> <p>Rat monoclonal anti-Dopamine receptor D1, 1:200, Sigma-Aldrich, Cat#D2944; RRID: AB_1840787</p> <p>Rabbit polyclonal anti-Dopamine D2 receptor, 1:200, Millipore, Cat#ab5084p; RRID: AB_2094980</p> <p>Rabbit polyclonal anti-Dopamine D2 receptor, 1:500, Abcam, Cat#ab85367; RRID: AB_10674739</p> <p>Mouse monoclonal anti-Tubulin, Acetylated, 1:1000, Sigma-Aldrich, Cat#T6793; RRID: AB_477585</p> <p>Rabbit polyclonal anti-γ-Tubulin, 1:1000, Sigma-Aldrich, Cat#T5192; RRID: AB_261690</p> <p>Mouse monoclonal anti-β-Catenin, 1:500, BD Transduction Lab, Cat#610153; RRID: AB_397554</p> <p>Chicken polyclonal anti-GFP, 1:1000, Abcam, Cat#ab13970; RRID: AB_300798</p> <p>Rabbit polyclonal anti-cleaved caspase-3 (Asp175), 1:250, Cell Signaling, Cat#9661; RRID: AB_2341188</p> <p>Rabbit polyclonal anti-Ki67, 1:500, Abcam, Cat#ab15580; RRID: AB_443209</p> <p>Rat monoclonal anti-BrdU, 1:200, Abcam, Cat#ab6326; RRID: AB_305426</p> <p>Rabbit polyclonal anti-Doublecortin, 1:1000, Abcam, Cat#ab18723; RRID: AB_732011</p> <p>Mouse monoclonal anti-β-Actin, 1:10000, Sigma-Aldrich, Cat#A5316; RRID: AB_476743</p> <p>Goat-anti-Rabbit IgG (H+L), 1:15000, LI-COR Biosciences Cat#926-68021; RRID: AB_10706309</p> <p>Donkey-anti-Mouse IgG (H+L), 1:15000, LI-COR Biosciences, Cat#926-32212; RRID: AB_621847</p> <p>AffiniPure donkey anti-rabbit IgG, 1:20, Jackson Immuno Reserch, Cat#711-205-152; RRID:AB_2340610</p> |
| Validation      | <p>Dopamine receptor D1: Cat#ab40653 was validated in WB, ICC/IF, IHC-P. Reference: PubMed: 29282124. Cat#ab20066 was validated in WB, ELISA, IHC, ICC/IF in mouse, rat, human. Reference PubMed: 27815417. Cat#D2944 was validated in WB, IHC, ICC. Reference: PubMed: 25308843.</p> <p>Dopamine D2 receptor: Cat#ab5084p was validated in ELISA, IHC, IP, WB in human, mouse, rat, and monkey. Reference: PubMed: 25352792. Cat#ab85367 was validated in WB. Reference: PubMed: 28764937.</p> <p>Acetylated tubulin, γ-Tubulin, β-Catenin, GFP, cleaved caspase-3, Ki67, Doublecortin, β-Actin, Rabbit IgG (H+L), and Mouse IgG (H+L) were validated previously by multiple studies for use in multiple species (see company website for details).</p> <p>AffiniPure donkey anti-rabbit IgG was validated in immunogold complexes (see company website for det</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                |
|----------------------------------------------------------------------|------------------------------------------------|
| Cell line source(s)                                                  | HEK293T                                        |
| Authentication                                                       | Authenticated by sources (ATCC, #CCL-3216)     |
| Mycoplasma contamination                                             | All negative; tested by sources                |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>Mouse, C57BL/6J background, both male and female were used, and 2-9 months old mice were used for experiments.</p> <p>Mouse: C57BL/6J, the Jackson Laboratory, RRID: IMSR_JAX:000664</p> <p>Mouse: Df(16)1/+, Lindsay et al., 1999, provided by the Illingworth lab</p> <p>Mouse: Dgcr8+/-, Earls et al., 2012</p> <p>Mouse: Dgcr8fl/fl, Yi et al., 2009, provided by the Fuchs lab</p> <p>Mouse: Arl13beGFP, Delling et al., 2013, provided by the Clapham lab</p> <p>Mouse: Foxj1Cre, Zhang et al., 2007, provided by the Holtzman lab</p> <p>Mouse: Ai14, the Jackson Laboratory, RRID: IMSR_JAX:007914</p> <p>Mouse: Drd1(13bp deletion), generated in this paper</p> <p>Mouse: Drd1(7bp deletion), generated in this paper</p> |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | The care and use of animals were reviewed and approved by the St. Jude Children's Research Hospital Institutional Animal Care and Use Committee, in accordance with US National Institutes of Health (NIH) guidelines on Care and Use of Laboratory Animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                                                            |
|---------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | Indicate task or resting state; event-related or block design.                                                                                                                                                                                             |
| Design specifications           | Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.                                                                  |
| Behavioral performance measures | State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects). |

### Acquisition

|                               |                                                                                                                                                                                                                                                                                            |
|-------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | Structural MRI                                                                                                                                                                                                                                                                             |
| Field strength                | 7T                                                                                                                                                                                                                                                                                         |
| Sequence & imaging parameters | <p>Turbo spin echo sequence.</p> <p>Transverse: field of view(FOV) 25 x 25 mm, matrix 320 x 320, TR/TE=3800/50 ms, slice thickness 0.4mm</p> <p>Coronal: FOV 25 x 25, matrix 320 x 320, TR/TE = 2200/42 ms, thickness 0.5mm</p> <p>Sagittal: same as Coronal except TR/TE - 3000/39 ms</p> |
| Area of acquisition           | Whole-brain scan was performed, followed by volume analysis of whole brain, cortex, and hippocampus.                                                                                                                                                                                       |
| Diffusion MRI                 | <input type="checkbox"/> Used <input checked="" type="checkbox"/> Not used                                                                                                                                                                                                                 |

### Preprocessing

|                        |                                                                                                                                                                   |
|------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software | Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.). |
|------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                            |                                                                                                                                                                                                                                                |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Normalization              | <i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i> |
| Normalization template     | <i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>                             |
| Noise and artifact removal | <i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>                                                                 |
| Volume censoring           | <i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>                                                                                                                           |

## Statistical modeling & inference

|                                                                           |                                                                                                                                                                                                                         |
|---------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | <i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i> |
| Effect(s) tested                                                          | <i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                                   |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | <i>Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.</i>                                                                                                                  |
| Correction                                                                | <i>Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).</i>                                                                                     |

## Models & analysis

|                                     |                                                                       |
|-------------------------------------|-----------------------------------------------------------------------|
| n/a                                 | Involved in the study                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

How the deposited data were processed for this re-analysis (not part of the article)

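MiRNA levels were measured in the LV wall of 8 WT and 8 *Dgcr8*+/- male mice, 1 mouse per Agilent 1-colour mouse miRNA array. For each array the authors deposited the Feature Extraction output, in which each spot has a background-corrected signal intensity that had not been normalized between arrays. The file headers give Feature Extraction version 10.7.3.1, a later version than the methods state. The authors also deposited a table of intensity values per miRNA and array. Its values equal the total gene signal of the scanner files, with a largest difference of 0, so it was not normalized between arrays either, and it served as an alternative. The quantile-normalized values behind the published table were not used here.

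From the files, control spots and spots marked as non-uniformity or population outliers were left out. Spots of a probe were averaged on the linear scale, and the 4415 probes of mouse miRNAs were quantile-normalized between arrays with limma's normalizeQuantiles, which follows the methods. Probes of a miRNA were averaged on the linear scale, values below a floor of 1 signal unit were raised to it, and log2 was taken. Of 278 miRNAs past the threshold, 277 had several probes and for 13 the probes differed in sign. MiRNAs carry the names given in the files. The gene table of GRCm38.p6 served for gene names, chromosomes and neighbours only, since the array annotation uses another build.

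A miRNA was tested when detected on at least 8 of the 16 arrays, which left 495. The genotype difference, *Dgcr8*+/- minus WT, was tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3 (with data.table 1.17.8), with Benjamini-Hochberg adjustment and a threshold of 0.05. The study's own thresholds, an unadjusted p below 0.05 and a log2 fold change beyond 0.4, were applied as well. Single comparisons of group means used the 2-sided exact permutation test over all 12870 groupings, whose smallest p is 0.000155. Sets of miRNAs were tested with camera at a correlation of 0.01, with fry, with an estimated correlation, and by an exact permutation test of each array's median over the set minus that over the other miRNAs, which was added after the other results were seen. The sets were the miRNAs whose genes lie between *Dlk1* and *Dio3* and a list of miRNAs made without Dgcr8. Arms of one hairpin were compared by a Spearman correlation with 100000 permutations. Lists of marker miRNAs for ciliated cells, choroid plexus, oligodendrocytes, blood vessels, red blood cells, microglia and immune cells, and neurons were set against 10000 random lists matched on mean signal.

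The procedure was tested on simulated data made from these 16 arrays. Of 200 miRNAs changed by a log2 fold change between 0.4 and 1 among 495, 194 (97%) were recovered with the right sign, 20 of 295 unchanged miRNAs were called (9.35% of all calls), and 0 were called when no change was simulated. The simulated rises and falls were equal in number, the probes of a miRNA moved together, and the noise was independent between miRNAs. Changes smaller than 0.4 and a fall shared by most miRNAs were not simulated, so these rates do not cover them.

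The miRNAs named in the text were chosen by a rule. It covers the miRNAs of the claim and the other arms of their hairpins, every miRNA the study names, the 5 largest falls and 5 largest rises among those past the threshold, and the 5 largest falls and rises of Supplementary Table 3. MiR-30a-3p and miR-30a-5p enter because the study names the miR-30a hairpin as a vector backbone. Other miRNAs, such as members of the marker lists and those with the largest differences from the table, are named for their list or their difference and were not chosen by their values under this rule.

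The arrays differed in brightness, and between 495 and 540 miRNAs were detected per WT array and between 467 and 492 per *Dgcr8*+/- array. Dim miRNAs lie close to background, where the floor and the averaging of spots decide the value. The number of arrays limits the precision. Alternatives were tried for the background correction, the normalization, the floor, the filter, the treatment of marked spots, the summary over probes, the test, array weights, the slide and the array position as blocks, the replicate number as a block, and each array left out in turn. Each scan held 1 slide, so the slide also stands for the scan. A normexp correction of the mean spot signal was not run, because the mean signal is not a column of the arrays' spot tables, and the median signal was used in its place. The RT-qPCR, imaging, ciliary beating and *Drd1* deletion experiments, and the target predictions, were not analysed here.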

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

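The tests of weak hybridisation on *Dgcr8*+/- replicate 2, of the brightness of WT replicate 6 and of the calls outside Supplementary Table 3 by direction and under spike-in scaling were chosen only after the results were seen.

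For the named miRNAs and 5 measures of array quality, 62 groups of 8 arrays were searched for a single array whose distance to its nearest neighbour, divided by the group's range, exceeded Dixon's 95% critical value. This was found in 10 groups, where about 3.1 would be found by chance (1 in 20). Over all 495 tested miRNAs, 171 of 990 groups (17.3%) had such an array, and in 137 of them it was *Dgcr8*+/- replicate 2. No other array was the distant one for more than 7 miRNAs.

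*Dgcr8*+/- replicate 2 lay apart from the other *Dgcr8*+/- arrays for miR-674-3p (log2 signal 5.75, the others 6.35 to 6.48), miR-299b-5p (6.28, the others 6.96 to 7.07), miR-6540-5p (0.38, the others 1.47 to 2.43, with no *Dgcr8*+/- array detecting it) and miR-153-3p, where it was the highest (11.06, the others 10.59 to 10.76). Its hybridisation spike-ins were also the lowest of all arrays, at 13.1 on the log2 scale against 14.3 to 14.5 for the other *Dgcr8*+/- arrays. The same array had the lowest labelling spike-ins of all arrays (10.3), the lowest median log2 signal before normalization (5.27) and the lowest summed signal (18528866). A WT mouse labelled as *Dgcr8*+/- would lie near the WT mean. Instead, over the 495 miRNAs the difference of this array from the WT mean had a slope of 1.48 on the genotype difference estimated without it, above the range of 0.69 to 1.26 for the other *Dgcr8*+/- arrays and of −0.36 to 0.17 for WT arrays. The array thus moved in the direction of the genotype difference and further than the others. Weak hybridisation and a difference between mice were not told apart. The low spike-ins and signal go with a weak array. Quantile normalization removes any trend of this array's deviations with signal level, and this trend was not tested on the values before normalization. A difference in RNA quality or in dissection stays open and was not tested. Without this array, the log2 fold change was −0.57 for miR-674-3p, −0.63 for miR-299b-5p and −0.39 for miR-153-3p, and 275 of the 278 calls were kept.

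WT replicate 6 had the highest hybridisation spike-ins, 15.4 on the log2 scale against 14.3 to 14.7 on the other WT arrays. A stronger hybridisation of the whole array would also brighten its miRNAs, but its median log2 signal before normalization, 5.80, was the lowest of the WT arrays. An error in the amount of these spike-ins stays open and was not tested, and no biological explanation was tested.

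Some dim miRNAs had 1 array far from its group. The log2 signal of miR-299a-3p was 0.44 in WT replicate 8, against 1.54 to 2.28 in the other WT arrays, and 1.19 in *Dgcr8*+/- replicate 4, where the others were at the floor of 0 and no *Dgcr8*+/- array detected it. The log2 signal of miR-665-3p was 0 in *Dgcr8*+/- replicate 1, also the floor, against 0.90 to 1.33 in the others. Signal near background could produce such values. A distant array was found in 14.6% of groups for tested miRNAs not detected on all 16 arrays and in 17.7% of groups for those detected on all 16 (Fisher's exact test, p = 0.456). Leaving aside *Dgcr8*+/- replicate 2, the shares were 4.62% and 3.26% (Fisher's exact test, p = 0.435), but these rest on 6 and 28 groups. Background and a difference between mice cannot be told apart for these miRNAs because so few groups are involved.

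MiR-5119 was high in *Dgcr8*+/- replicate 5, with a log2 signal of 5.98 against 4.29 to 5.08 in the other *Dgcr8*+/- arrays. A single deviating probe does not account for it, as 3 of its 3 probes had their highest *Dgcr8*+/- value on this array. A difference between mice stays open. Without this array the log2 fold change of miR-5119 was 0.52 (adjusted p = 0.0149 from limma). The highest adjusted p was 0.0299 with any array left out and 0.249 over the other alternatives.

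Outside Supplementary Table 3, 206 miRNAs had an adjusted p below 0.05 from limma, 88 lower and 118 higher in *Dgcr8*+/- mice. Their changes were small, with a median size of 0.34, and 139 had a size of 0.4 or less. Of 100 splits of the arrays into 8 and 8, only the real one (1 of 100) gave as many calls outside the table, which excludes chance. A difference between the slides is argued against by the 192 that stayed past the threshold with the same sign with the slide as a block. With arrays scaled to their 75th percentile of the probes detected on all arrays, 192 were kept. With arrays scaled to the labelling spike-ins, 88 of the 88 falls were kept, but 0 of the 118 rises with limma, and with this scaling 0 miRNAs were higher at an unadjusted p below 0.05 or by the methods' t-test. This scaling moved the median log2 fold change of all tested miRNAs from 0.04 to −0.38, which by itself enlarges falls and takes away rises, so these counts test neither. The percentile scaling moved that median the other way, to 0.11, and kept 77 of the 88 falls, and cyclic loess kept 85, which argues against the normalization as the whole cause of the falls. The upward shift was small beside the median of these falls, −0.35. For the rises, the normalization and a change linked to the genotype cannot be told apart, since no value here fixes the level of an unchanged miRNA. A fall linked to the genotype and a difference in RNA quality stay open for the falls, and neither was tested.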

How the results depend on the processing

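The normexp correction of the median signal, the scaling to labelling spike-ins, the pseudocount of 16 and the exact permutation tests of sets were chosen only after the data were seen, and the other alternatives were chosen before the data were examined. A normexp correction of the mean spot signal was not run.

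The log2 fold changes of miR-153-5p, miR-382-3p and miR-674-3p kept their direction and stayed past the threshold under every alternative. They ranged from −0.98 to −0.20 for miR-153-5p, from −1.05 to −0.33 for miR-382-3p and from −1.12 to −0.39 for miR-674-3p. With each array left out in turn, they stayed between −0.63 and −0.56, between −0.67 and −0.57, and between −0.67 and −0.57, respectively. The Dlk1-Dio3 cluster lay below and the arms of hairpins were correlated under every alternative, with a correlation from 0.31 (no filter) to 0.86. Scalings with 1 factor per array leave both as they were with no normalization, so they do not test them. With 1 array left out, 130 to 151 miRNAs were lower and 126 to 170 higher at an adjusted p below 0.05, and 81 to 92 were lower and 42 to 60 higher at the study's thresholds.

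The scaling between arrays changed the counts. At an adjusted p below 0.05, limma gave 293 lower and 0 higher miRNAs with no normalization, 271 and 0 with the series values, and 262 and 0 with the labelling spike-ins. At an unadjusted p below 0.05, limma gave 0, 2 and 0 higher, and the methods' t-test gave 2, 3 and 0, or 0, 1 and 0 after adjustment. Thus 100% of limma's calls were falls, against 49.6% after quantile normalization. These scalings do not bring the arrays to a common distribution, and they moved the median log2 fold change from 0.04 to −0.39, −0.43 and −0.38. With them, 0 of the 140 rises were kept, and 14, 11 and 7 miRNAs called in both had opposite signs. Scaling to the 75th percentile of probes detected on all arrays moved the median to 0.11, and to that of all probes to −0.03, with a share of falls of 40.7% and 57.0%. At the study's thresholds, 242, 240 and 238 miRNAs were lower and 0, 0 and 0 were higher with no normalization, the series values and the spike-ins. Normexp of the median signal gave 9 lower and 9 higher, and the pseudocount 41 lower and 26 higher, since both add a constant that shrinks the changes of dim miRNAs. The number higher was also 107 with the 75th percentile of probes detected on all arrays, 33 with that of all probes, 85 with no filter, 25 with array weights and 81 with the slide as a block. The cause of the last values was not tested.

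The set of miRNAs made without Dgcr8 lay above the others by a median of 0.20. The difference was 0.25 with no normalization (camera p = 0.0585, exact permutation test of each array's median difference p = 0.000155) and 0.28 with the series values (camera p = 0.116, exact permutation test p = 0.000155). With camera these were no longer past the threshold, and the highest p of camera in the other alternatives was 0.026, with the spike-ins. The cause was not tested. Without a filter all 1881 miRNAs were tested, most of them undetected. The brightest tertile then held 87.4% of the falls, against 31.9% of the falls with the filter. Its share was 44.0% with no normalization, 46.5% with the series values and 45.4% with the spike-ins. The cause was not tested for any of these shares.

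Single miRNAs reversed as well. MiR-30a-3p and miR-30a-5p, higher after quantile normalization, were lower with no normalization (−0.30 and −0.32), the series values (−0.30 and −0.31) and the labelling spike-ins (−0.29 and −0.31). MiR-106b-3p had a log2 fold change of 0.0078 when no spot was left out, where that of miR-674-5p was −0.061 and no longer past the threshold, and the cause was not tested. For the 23 named miRNAs other than miR-153-5p, miR-382-3p and miR-674-3p, 811 of 852 values were on the same side of the threshold with the same sign, 34 were no longer past it and 0 moved past it. The remaining 7 are the reversals of miR-30a-3p, miR-30a-5p and miR-106b-3p given above. MiR-299a-3p and miR-6540-5p were detected on 8 arrays, all WT, and fell out of the test when a WT array was left out.

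Replicate numbers were not taken to pair the mice, because only 5 of 8 pairs had a correlation of their deviations over 0.1. The correlations ranged from −0.14 to 0.50, and a pairing of some of the mice is not excluded. With the replicate number as a block, 140 miRNAs were lower and 147 higher. Signal over background limits the dim miRNAs, as 65 of the tested miRNAs were not detected on every array, and with only those detected on all arrays 114 of 430 were lower and 136 higher.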

Differences from the paper's values

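No test in this part was chosen only after the results were seen; each value was recomputed under 19 alternatives fixed before the data were examined, with 16 further fits that each left 1 array out. A value was counted as within the paper's when it differed by no more than the SD between mice of one genotype, or, for a count, by no more than 1.5 times. A bound was counted as within when its fold change was no more than 1.5 times the paper's.

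Of the 72 log2 fold changes of Supplementary Table 3 that were set against the paper's, 65 were within the paper's values, 1 of them as a bound because no *Dgcr8*+/- array detected the miRNA, and the other 7 were not. The miRNA with the bound, miR-378a-5p, had a fitted log2 fold change of −0.77 against −0.4601 in the paper. Its SD was 0.16 in WT mice and 0.19 in *Dgcr8*+/- mice, so by the SD rule it would not be within. For miR-153-5p, the paper's log2 fold change is −0.4784 and the value here was −0.60. Scaling to the 75th percentile of probes detected on all arrays, cyclic loess, keeping all marked spots, the brightest probe, array weights, and the slide or the array row as a block were within the paper’s value, as were 7 of the 16 fits with 1 array left out. The other alternatives were not. For miR-674-5p, the paper's log2 fold change is −0.4594 and the value here was −0.61. The same percentile scaling, cyclic loess, the mean of the log2 probe values and the brightest probe were within it, and the other alternatives and all fits with 1 array left out were not. For miR-346-5p, the paper's log2 fold change is −0.5071 and the value here was −0.64. The percentile scaling, cyclic loess, the mean of the log2 probe values, array weights, the array column as a block and 1 of the fits with an array left out were within it, and the others were not. For miR-708-3p, the paper's log2 fold change is −0.5136 and the value here was −0.85. The percentile scaling, cyclic loess, the mean of the log2 probe values and array weights were within it, and the others were not. For miR-467b-5p, the paper's log2 fold change is −0.5180 and the value here was −0.75. Only the percentile scaling and array weights, of all the alternatives, were within it. For miR-544-5p, the paper's log2 fold change is −0.5479 and the value here was −0.75. The percentile scaling, cyclic loess, keeping all marked spots, the brightest probe, array weights, the array row as a block and 5 of the fits with an array left out were within it, and the others were not. For miR-540-5p, the paper's log2 fold change is −0.5761 and the value here was −0.81. The percentile scaling, cyclic loess, the quantile-normalized total gene signal, keeping all marked spots, the mean of the log2 probe values, array weights, the slide as a block and 6 of the fits with an array left out were within it, and the others were not.

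At the study's thresholds, the paper lists 52 lower miRNAs and 89 were lower here. The count was within the paper's with the percentile scaling (70), with all marked spots kept (78, which is at the limit of 1.5 times), with only miRNAs detected on all arrays (67) and with array weights (73), and not with the other alternatives or with any array left out. The paper lists 22 higher miRNAs and 52 were higher here. The count was within the paper's with the 75th percentile of all probes (33, also at the limit) and with array weights (25), and not with the other alternatives or with any array left out.

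The paper lists miR-490-3p and miR-764-3p as lower, which were not tested here because they were detected on too few arrays. Without the filter, all 74 miRNAs of the table had the sign given there and an adjusted p below 0.05 from limma. The table gives miR-764-5p a log2 fold change of −0.3963, short of the 0.4 stated under it, and the value here was −0.59.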

Other observations

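The tests of the slides over all calls, of the spike-ins, the exact permutation tests of sets, the comparison of hairpin arms with splits of 4 WT mice on each side, those of scaling the called rises to the labelling spike-ins, of *Dgcr8*+/- replicate 2 as the source of the lower signal, and of marker intervals against all calls were chosen only after the results were seen.

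Chance can be excluded for most results of the fit across miRNAs. Of 100 splits of the 16 arrays into 8 and 8, only the real one (1 of 100) gave as many lower or as many higher miRNAs, at an adjusted p below 0.05 or at the study's thresholds. The same held for the set difference of miRNAs made without Dgcr8 and for the correlation of hairpin arms. For the miRNAs of Supplementary Table 3 and for the Dlk1-Dio3 cluster, the count of splits (also 1 of 100) does not bear on chance, because the table was made from the real grouping of these arrays and the cluster was chosen from the table. A difference between the slides is argued against as well, since 264 of the 278 calls stayed past the threshold with the same sign with the slide as a block.

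The miRNA signal was lower on *Dgcr8*+/- arrays before normalization, with a median log2 fold change of −0.39. Labelling efficiency is argued against, because the median signal minus the labelling spike-ins still differed between genotypes (exact permutation test, p = 0.00684). The slides are argued against too, since the median change was −0.50 with the slide as a block, −0.53 within slide 1 and −0.46 within slide 2. Without *Dgcr8*+/- replicate 2 it was −0.32, so this array alone does not carry it. Hybridisation efficiency and genotype cannot be told apart. The median signal minus the hybridisation spike-ins did not differ over all arrays (exact permutation test, p = 0.911), but it did without *Dgcr8*+/- replicate 2 and WT replicate 6, the arrays with distant spike-ins (exact permutation test of 7 mice against 7, p = 0.00874). A lower miRNA content of the LV wall in *Dgcr8*+/- mice stays open as a hypothesis, as does a difference in the RNA amount or quality, which was not tested.

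The 140 called rises depend on the normalization. When arrays were scaled to the labelling spike-ins, 56 of them still had a positive log2 fold change and 0 stayed past the threshold with limma, or at an unadjusted p below 0.05, and by the methods' t-test 0 miRNAs were higher, but this follows from the shift of all miRNAs by this scaling. A rise, and a smaller fall that quantile normalization turns into a rise, cannot be told apart, because hybridisation stays open as the source of that shift. One hypothesis for the miRNAs above the others is that their precursors do not need Dgcr8. The 10 tested miRNAs of this list had a median log2 fold change of 0.23, against 0.03 for the others, all 10 were higher and 7 were past the threshold (camera p = 0.00169, also past the threshold with an estimated correlation, p = 0.00695, and with fry, p = 1.45e-08, and in the exact permutation test, p = 0.000155). With the labelling spike-ins their median was −0.14, against −0.39 for the others, so whether they rose or fell less stays open. The list holds 10 of the tested miRNAs, so its members alone cannot account for most of the rises. Other miRNAs made without Dgcr8 may be missing from the list, and this was not tested.

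MiRNAs with a miRBase number of 1000 or above made up most of the rises. Of 152 such miRNAs, 91 were higher and 4 lower, against 49 higher and 134 lower of 343 with a number below 1000. Signal level is argued against as the reason, since the difference was present within tertiles of mean signal (exact stratified test across miRNAs, which are not independent, p = 2.62e-23). The number by itself gives no cause, and whether these miRNAs need Dgcr8 was not tested beyond the list above. Sequence content of the probes was not tested, and the dependence on the normalization described for the rises applies here too, so no biological reading was tested.

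The miRNAs of the imprinted cluster between *Dlk1* and *Dio3* on chromosome 12, to which miR-382-3p belongs, were lower as a set. The set was chosen after Supplementary Table 3 had been seen, where it makes up 19 of the falls and 0 of the rises. Of 59 tested members, 46 were lower and 3 higher at the threshold, and the median log2 fold change was −0.36 against 0.09 for the other miRNAs (camera p = 6.04e-14, fry p = 1.38e-06, exact permutation test of each array's median difference p = 0.000155). With the correlation estimated from the arrays, 0.375, camera p was 0.0526, so the camera call does not hold there. The cluster held 33.3% of all falls and 11.9% of the tested miRNAs. With cyclic loess its median was −0.37 against 0.09. Scalings with 1 factor per array move the cluster and the others alike, so they do not test this difference. Signal level is argued against, as 0 of 10000 random lists matched on mean signal had a median as low. The slides are argued against by camera with the slide as a block (p = 4.06e-13) and by an exact permutation within slides (p = 0.00128, the smallest p that its 784 groupings allow). A lower share of neurons was tested with a list of 7 neuronal miRNAs, of which the brightest, miR-124-3p, had a log2 signal of 14.2. The 95% confidence intervals of 7 of them lay above the median of the cluster. Random lists matched on mean signal had medians from −0.12 to 0.07 in their central 95%, which also lay above it. The list therefore cannot tell neuronal miRNAs from other bright miRNAs, and a lower share of neurons stays open. The median log2 fold change of the list was 0.07. A lower transcription of the cluster and a stronger need for Dgcr8 stay open as hypotheses, and neither was tested.

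The arms of one hairpin changed together. Over 80 hairpins with both arms tested, the log2 fold changes of the arms had a Spearman correlation of 0.82 (Pearson's r 0.78, permutation p = 1e-05 against a correlation of 0, the smallest that the permutations can give; across hairpins, which are not independent). The arms also varied together without a genotype difference. In the 41 splits of the arrays with 4 WT mice on each side, the correlation had a median of 0.24 and ranged from 0.095 to 0.52. They had the same sign for 69 hairpins, and for the 30 hairpins with both arms past the threshold the sign was the same in 30.

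A different share of other cell types was tested with lists of marker miRNAs. The median log2 fold change was 0.29 for 5 miRNAs of ciliated cells, −0.15 for 2 of choroid plexus, 0.16 for 4 of blood vessels, −0.13 for 2 of red blood cells and −0.17 for 3 of microglia and immune cells. Each lay within the central range of random lists, but with so few miRNAs a small change in these shares and no change cannot be told apart. Of ciliated cells, the brightest, miR-34b-5p with a log2 signal of 9.16, had a log2 fold change of 0.28, and none of the 5 was past the threshold with limma. The brightest of choroid plexus was miR-204-5p with a log2 signal of 9.10, and of blood vessels miR-126a-3p with 10.6. That of red blood cells was miR-451a with 9.21, and of microglia and immune cells miR-142a-3p with 6.50. In these lists, the log2 fold changes past the threshold were −0.29 for miR-204-5p and −0.23 for miR-142a-5p. For the blood vessel miRNAs miR-126a-5p and miR-143-3p they were 0.16 and 0.22, and no miRNA of red blood cells was past it. The 4 miRNAs of oligodendrocytes, of which miR-219a-5p was the brightest with a log2 signal of 12.6, had a median of 0.013, and they moved apart by more than their 95% confidence intervals, from −0.14 to 0.29, which argues against a change in that share. Of the 278 calls, 68 lay outside the 95% confidence intervals of all 20 tested members of these lists, 66 falls and 2 rises. This argues against a share of 1 of these cell types as the only cause of the falls. For the rises it cannot decide, since it rests on 2 miRNAs. Many of the marker miRNAs are also expressed in other cells of the brain.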
